# Transcriptional remodeling of cardiomyocytes and fibroblasts during post-myocardial infarction recovery

**DOI:** 10.1038/s41598-026-41631-y

**Published:** 2026-03-04

**Authors:** Pankaj Singh Dholaniya, Helena Islam, Syed Baseeruddin Alvi, Muhamad Mergaye, Onur Kanisicak, Mahmood Khan

**Keywords:** Cardiology, Cell biology

## Abstract

Myocardial infarction (MI) results from reduced coronary blood flow, leading to oxygen deprivation and impaired systolic and diastolic function, which increases the risk of cardiac arrhythmias. Various cardiac cell types respond to this stress to preserve heart function, but the precise, cell-type-specific mechanisms remain poorly understood. To investigate these responses, we performed single-nucleus RNA sequencing (snRNA-seq) on left ventricular tissue from mouse hearts at baseline (Day 0) and at 1 and 4 weeks post-MI. This enabled us to characterize transcriptional changes across major cardiac cell types. We observed significant shifts in the transcriptional states of cardiomyocytes (CMs) and fibroblasts (FBs) cell populations following MI. CMs showed a major transcriptional modulation from healthy to diseased state during early chronic phase of post-MI, however, the recovery phenotype was observed during the late chronic phase, suggesting a natural compensatory response of CMs against the ischemic stress. FBs exhibited dynamic transcriptional changes consistent with roles in post-MI healing and fibrosis. In addition, inferred alterations in cell-cell communication networks highlighted changes in intercellular signaling pathways, shedding light on disrupted crosstalk in the injured heart. Together, our findings provide a comprehensive transcriptional landscape of cardiac cell populations, especially CMs and FBs, following MI and identify potential molecular targets for therapeutic intervention.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-41631-y.

## Introduction

Myocardial infarction (MI), commonly known as a heart attack, is a critical medical condition characterized by the obstruction of blood flow to the heart muscle, leading to tissue damage^1–3^. It is primarily caused by atherosclerotic rupture, leading to the abrupt occlusion of a coronary artery, which deprives the heart muscle of oxygen and essential nutrients^1,4^. The impact of MI on the heart tissue is very profound which leads to irreversible damage to the heart tissue, leading to cell death and scar formation. After MI the functional cardiomyocytes are lost and replaced by scar tissue, compromising the overall functional efficiency of the heart^5,6^. ​​This structural remodeling significantly impairs the contractile function of the heart, increasing the risk of ventricular dysfunction, arrhythmias, and heart failure in the long term. The extent of damage and the subsequent repair processes vary depending on factors such as the severity of ischemia, the efficiency of revascularization, and the activation of molecular pathways involved in cell survival, inflammation, and fibrosis^7–9^.

At the molecular level, MI induces widespread transcriptomic changes across various cardiac cell types, primarily affecting cardiomyocytes (CMs), endothelial cells (ECs), cardiac fibroblasts (FBs), and immune cells. The major transcriptional changes include the upregulation of immune-related genes, cell-cycle-related pathways, and extracellular matrix remodeling genes^6^. Notably, MI significantly impacts energy metabolism in CMs, shifting their primary energy source from oxidative phosphorylation and fatty acid oxidation to glycolysis as an adaptive response to ischemia^10–13^. Although this shift from fatty acid oxidation to glycolysis is not energy efficient, it serves as a temporary survival mechanism, enabling CMs to sustain ATP production in an oxygen-deprived environment^14–16^.

Following MI, CMs also undergo morphological and structural changes that collectively contribute to cardiac remodeling and dysfunction^17^. Ischemic CMs exhibit cellular swelling, loss of intracellular organelles, and disruption of myofibril architecture resulting in the death of CMs either via necrosis or apoptosis^18–20^. In surviving CMs, hypertrophy, an increase in cell size, is a prominent feature, driven by the need to compensate for the loss of contractile function in the infarcted region^21,22^. However, this compensatory hypertrophy is often maladaptive, leading to increased wall stress, impaired contractility, and consequently, heart failure. Furthermore, CMs after MI undergo cytoskeletal remodeling, characterized by alterations in the expression and organization of proteins such as actin and desmin, which are essential for maintaining cellular structure and mechanical integrity^23,24^. In addition to this, changes in the extracellular matrix, including increased collagen deposition and crosslinking, lead to myocardial stiffening and reduced compliance, further impairing cardiac function^25^. The week 1 (Wk-1) post-MI marks a crucial transition phase where the heart shifts from acute inflammation to early repair mechanisms. Within the Wk-1 post-MI, the immune responses begin to resolve, allowing for the activation of FBs and the initiation of extracellular matrix remodeling^4,26^.

FBs are the key responder to ischemic stress^27,28^. The major post-MI cellular changes in different cardiac cells are centralized to FB signaling^29,30^. Immediately after MI on day 1 FBs activate the inflammatory signaling followed by proliferative and pro-angiogenic signaling which peaks at day 3. Later the angiogenic signaling reduces and FBs promote scar formation by secreting extracellular matrix (ECM) at day 7^31^. By week 4 (Wk-4), the heart enters the chronic remodeling phase, characterized by mature scar tissue formation and ongoing fibrosis, which can significantly impact cardiac function^32,33^. Studying these time points may provide valuable insights into the temporal dynamics of cellular and molecular changes, highlighting potential therapeutic targets for improving healing and limiting adverse remodeling in the post-MI heart.

Understanding the post-MI cellular dynamics using single-cell/nuclei RNA sequencing (sc/snRNA-Seq) has gained increasing attention in recent years^34,35^. This allows for identifying the post-MI gene expression changes at single-cell level, along with associated molecular pathways and cell-cell communication, which is crucial for developing novel therapeutic strategies. Along with the functional modulations in cardiac cells, the distribution of cell number is also reported to be changed post-MI, this includes a reduction in CMs and ECs along with an increase in immune/inflammatory cells and FBs^36^. In this study, we performed the single-nuclei RNA sequencing (snRNA-Seq) of the left ventricle region isolated from the mouse heart post-MI at Wk-1 and Wk-4, along with a control heart sample. We specifically looked at the remodeling process that takes place in surviving CMs at Wk-1 and the long-term chronic phase characterized by mature scar tissue formation at Wk-4. Our study highlights the key modulations, specifically in CMs at the gene expression level, that explains the transcriptional modifications after cardiac ischemia. Further, we investigated the intercell communication to highlight the major signaling pathways between FBs and CMs that could be involved survival of CMs post-MI.

## Results

### MI via permanent LAD ligation shows an overall reduction in cardiac function at Wk-1 and Wk-4

All the mice subjected to LAD ligation showed a significant decline in cardiac function. The ECG showed clear ST-segment elevation immediately after LAD ligation (Fig. 1A), with distinct alterations in ECG morphology observed at both Wk-1 and Wk-4 post-MI (Fig. 1B). The MT staining demonstrates the scar region (blue color) in the left ventricle of the heart at Wk-1 and Wk-4. The LV wall thinning was very evident resulting in dilation of the heart (Fig. 1C). This is further confirmed by the echocardiography which clearly shows the wall thinning and the decrease in LV function (Fig. 1D). The functional parameters such as EF, FS, cardiac output, and stroke volume were significantly decreased post-MI, however, there was no significant change observed between Wk-1 and Wk-4. (Fig. 1E). The LVIDs, LVIDd, end-systolic and end-diastolic volume were gradually increased from control to Wk-4 post-MI (Fig. 1F).

**Fig. 1:**
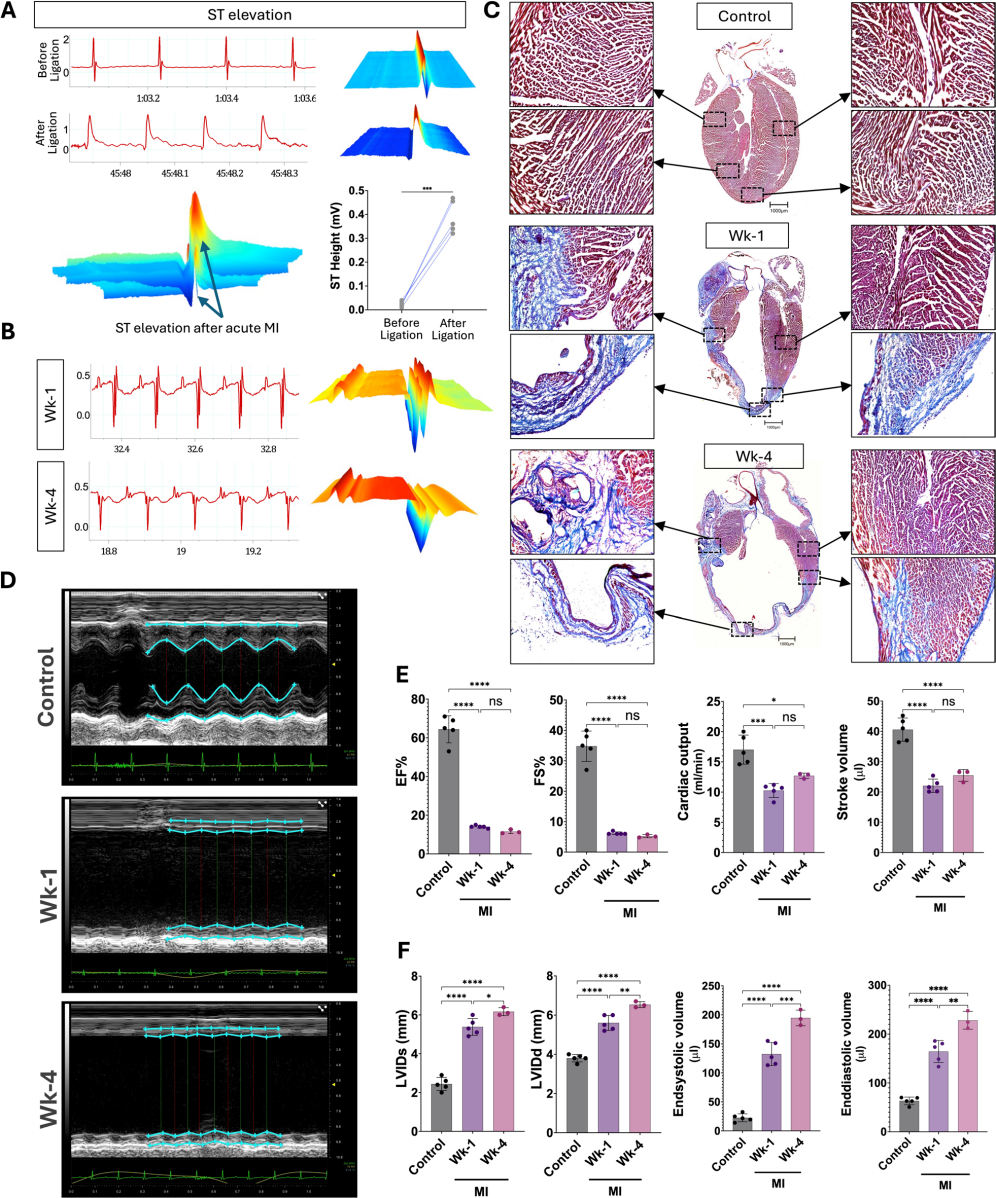
Alteration in surface electrogram and Impairment of Left ventricular function at Wk-1 and Wk-4 Post-MI mice. **A**  Electrocardiogram showing the ST elevation after ligation demonstrated by ECG traces and waterfall plots. **B** The ECG traces and waterfall plots at post-MI Wk-1 and Wk-4. **C** Masson’s trichrome (MT) staining of longitudinal sections at the point of ligation of the left ventricle from Control, Wk-1, and Wk-4 post-MI mice hearts. **D** Echocardiogram recording from Control, Wk-1, and Wk-4 post-MI mouse. **E**, **F** Changes in echocardiographic parameters during post-MI Wk-1 and Wk-4. Statistical significance of the difference between control and WK-1 & WK-4 of MI mice was assessed by one-way ANOVA test (Tukey’s multiple comparison); **p < 0.01 and ****p < 0.0001).

### MI leads to compositional changes in cell type in the heart

The unsupervised clustering of snRNA-Seq data from Control, Wk-1, and Wk-4 post-MI and cell annotation analysis identified major clusters with 9 different cell types (Fig. 2A, B). 

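The snRNA-Seq data are 3 droplet libraries of nuclei from frozen left ventricle, 1 mouse each for Control, Wk-1 and Wk-4 after ligation of the left anterior descending artery. The authors counted RNA molecules as unique molecular identifiers (UMIs) with Cell Ranger 7.1.0 against mm10, and the deposited matrices hold these raw counts for every annotated gene in every barcode. The matrices hold 1069592 barcodes and 39766477 UMIs for Control, 1120267 and 42124618 for Wk-1, and 1206062 and 45199336 for Wk-4. The filter stated in the paper, 500 to 5000 genes and at most 10% mitochondrial UMIs, left 6405, 6690 and 4686 nuclei. Removing the nuclei with the highest Scrublet doublet scores, 1% per 1000 nuclei, left 5995 nuclei for Control, 6242 for Wk-1 and 4466 for Wk-4, against 5884, 5946 and 4212 in the paper. Their median depth was 1939 UMIs in Control, 2451 at Wk-1 and 3050.0 at Wk-4, and their mean depth 2788, 3232 and 4229 UMIs, against means of 2742.5, 3078.8 and 3902.8 in the paper. The authors normalised and clustered the nuclei with Seurat and Harmony, annotated them from a reference dataset and marker genes, and compared conditions with a test that takes each nucleus as a replicate. Here, 20 principal components were corrected with Harmony and clustered at resolution 0.9, clusters were named from fixed marker genes, and UMIs were summed over the nuclei of a class and library. Levels are UMIs per 1000000 UMIs of the class (CPM), and a gene of a list counts as higher or lower beyond a ratio of 1.5. With 1 mouse per condition there is no replicate check and no test was made. Brackets are 95% intervals that cover counting error only, or for a list median the spread of its members. Where a bracket is instead a range over random draws, this is said. Droplets of 100 to 300 UMIs, which hold free RNA rather than nuclei, carried 20.9% mitochondrial UMIs in Control, 5.22% at Wk-1 and 6.53% at Wk-4.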

The number of CMs was observed to decrease post-MI, potentially demonstrating loss of CMs, whereas the number of FB was initially increased at Wk-1, suggesting a fibrotic response to the ischemic stress (Fig. 2C). These 9 major cell clusters contain a total of 25 transcriptionally distinct subclusters across all samples (Fig. 2D). 

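Cardiomyocyte-like nuclei, named from muscle genes such as Ttn and Ryr2, made up 21.4% [20.4, 22.5] of nuclei in Control, 14.4% [13.6, 15.3] at Wk-1 and 13.1% [12.1, 14.1] at Wk-4. Their share was 0.673 times [0.623, 0.728] the Control share at Wk-1 and 0.611 times [0.559, 0.669] at Wk-4. Fibroblast-like nuclei, named from stromal genes such as Pdgfra and Dcn, made up 21.4% [20.4, 22.5] in Control, 32.7% [31.6, 33.9] at Wk-1 and 27.5% [26.2, 28.9] at Wk-4. The fibroblast-like share was 1.53 times [1.44, 1.62] that of Control at Wk-1, and 0.842 times [0.793, 0.893] the Wk-1 share at Wk-4. These counts were 1285, 901 and 585 cardiomyocyte-like and 1283, 2042 and 1230 fibroblast-like nuclei. Of the fibroblast-like nuclei, 8.11%, 17.4% and 17.2% lay in cluster 10, a shallow cluster with a profile near that of empty droplets. Leaving out cardiomyocyte-like nuclei with any UMI of chosen fibroblast, endothelial and macrophage genes kept only 57, 41 and 6 of them, with a Wk-4 share 0.141 times that of Control. This rule counts Lama2, which stood at 975 CPM in cardiomyocyte-like nuclei of Wk-1 against 970.4 in fibroblast-like nuclei and was found in 91.4%, 92.2% and 96.9% of cardiomyocyte-like nuclei, and it kept shallow nuclei, with medians of 2125, 3197 and 2255.5 UMIs. Without Lama2, a choice made after the data were seen, the rule kept 559, 406 and 169 nuclei, with a Wk-4 share 0.406 times that of Control. It left out 56.5%, 54.9% and 71.1% of nuclei at median depths of 5437, 6442 and 10536 UMIs. A deeper nucleus is more likely to hold such a UMI, so this share also depends on depth. Adding an unnamed cluster led by Nppa, Des and Clu, also a later choice, moved the Wk-4 share toward that of Control. From the counts of its Fig. 2C the paper proposes a loss of cardiomyocytes and, from the larger number of fibroblasts at Wk-1, a fibrotic response to ischemic stress.

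**Figure D1:**
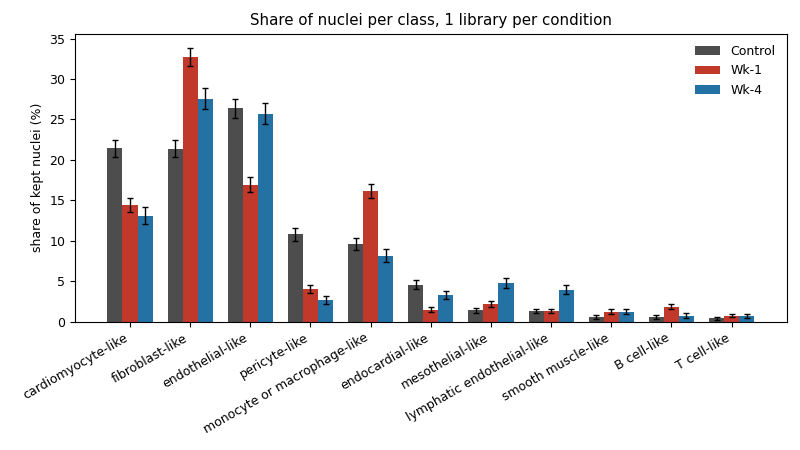
Share of kept nuclei (%) in each named class for Control, Wk-1 and Wk-4, 1 library per condition, with exact 95% binomial intervals as error bars. The cardiomyocyte-like bars stand at 21.4%, 14.4% and 13.1%, and the fibroblast-like bars at 21.4%, 32.7% and 27.5%.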

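Clustering gave 27 clusters, of which 22 received 1 of 11 class names from the fixed markers. Cardiomyocyte-like nuclei lay in clusters 4, 7 and 8, fibroblast-like nuclei in clusters 1, 6, 9, 10 and 16, and endothelial-like nuclei in clusters 0, 3, 19 and 22. Macrophage-like nuclei lay in clusters 2, 12 and 24, and pericyte, endocardial, mesothelial, lymphatic, B cell, smooth muscle and T cell-like nuclei in clusters 5, 11, 13, 15, 20, 21 and 23. A name required at least 3 markers and 50% of the markers of the class, a cluster with none of its markers among its leading genes stayed unnamed if it held 40% of the markers of the next class, and these limits were settled after the clusters were seen. Cluster 14, led by Col1a1, Ifitm3 and Timp1, was left unnamed and held 1.03% of Control, 2.71% of Wk-1 and 2.91% of Wk-4 nuclei. Cluster 18, led by the muscle transcripts Nppa and Des, was also left unnamed and held 0.267%, 1.28% and 2.78%. Of all clusters these 2 had the profiles closest to empty droplets, with correlations of 0.916 and 0.915, and median depths of 864 and 1113.5 UMIs. Next came the fibroblast-like cluster 10, led by Col1a1, Lox and Timp1, with a correlation of 0.854 and a median depth of 1115 UMIs.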

Cluster heterogeneity for each cell in different samples is shown in Supplementary Fig. 1. 

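Cardiomyocyte-like nuclei lay in 3 of the 27 clusters and fibroblast-like nuclei in 5. Each of these 8 clusters held nuclei of all 3 libraries, but cluster 16 drew 240 of its 310 fibroblast-like nuclei from Wk-1. Clustered alone and without Harmony, on genes that differed by at most 2-fold between libraries, cardiomyocyte-like nuclei gave 7 clusters and fibroblast-like nuclei 14.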

Notably, a substantial proportion of these clusters were assigned to CMs (7 clusters) and FBs (5 clusters), together comprising nearly half of all identified clusters. This predominance reflects the transcriptional heterogeneity within these two major cell types, especially in the context of post-infarction remodeling. Given that CMs are the primary contractile units of the heart and FBs are central to extracellular matrix (ECM) remodeling and fibrosis, the diversity observed within these populations likely reflects their dynamic and multifaceted roles during cardiac injury and repair. Consequently, we focused subsequent analysis on characterizing these CMs and FBs subclusters to uncover key transcriptional programs, stress responses, and signaling pathways associated with myocardial infarction and its progression over time. For instance, the cluster “CM-1” within CM populations was the predominant cluster under control conditions, but it was largely displaced by clusters CM-2 and CM-3 in the post-MI Wk-1 and Wk-4 samples, indicating a substantial transcriptional shift in CM populations following MI. Similarly, cluster FB-1, a major cluster in FBs populations under control conditions, was replaced by a significantly larger number of cells in clusters FB-2, FB-3 and FB-4 (Fig. 2E-G).

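Clustered without Harmony, cardiomyocyte-like nuclei separated by library even on the 11083 genes that differed by at most 2-fold between any 2 libraries. On these genes, clusters 0 and 1 held 52.1% [49.4, 54.9] and 36.6% [33.9, 39.3] of the Control cardiomyocyte-like nuclei, against 1.67% and 0.444% of those of Wk-1. Clusters 3 and 4 held 49.1% [45.7, 52.4] and 40.5% [37.3, 43.8] of the Wk-1 nuclei, and cluster 2 held 76.2% [72.6, 79.6] of the Wk-4 nuclei. Leading genes were taken from all genes, those left out of the clustering included, and so need not be what separated the nuclei. Some were transcripts of other cells or of mitochondria, such as Hbb-bs and mt-Co2 in cluster 0, Scgb1a1 and Bpifa1 in cluster 2 and Col1a1 and Postn in cluster 3. Others were not, such as the muscle genes Acta1 and Nppa in cluster 2, and cluster 1 was led by Rp1, Cfap61 and Klhl33 and cluster 4 by Nrxn3, Ncam1 and Sprr1a. Of the 30 nearest neighbours of a cardiomyocyte-like nucleus on the uncorrected components, 76.7% came from its own library, 2.10 times [2.06, 2.15] the share expected from random mixing. The same ratio was 2.24 [2.20, 2.28] in endothelial-like nuclei, 1.92 [1.87, 1.97] in macrophage-like nuclei and 1.63 [1.58, 1.68] in pericyte-like nuclei, and a cluster mostly of 1 library cannot be set apart from that library.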

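In fibroblast-like nuclei, 81.5% of the nearest neighbours came from the same library, 2.31 times [2.27, 2.34] the expected share. On the 10326 genes that differed by at most 2-fold, and again without Harmony, clusters 1, 2 and 6 held 37.0% [34.4, 39.7], 34.3% [31.7, 37.0] and 21.8% [19.6, 24.2] of Control fibroblast-like nuclei. Clusters 0, 4 and 8 held 27.6% [25.6, 29.6], 16.1% [14.5, 17.7] and 16.4% [14.8, 18.0] of Wk-1 nuclei, and clusters 3, 5 and 7 held 16.8% [14.7, 19.0], 19.6% [17.4, 21.9] and 21.6% [19.4, 24.0] of Wk-4 nuclei. Clusters were shared after MI, with 12.5% [11.1, 14.1], 9.11% [7.90, 10.4] and 5.73% [4.76, 6.83] of Wk-1 nuclei in clusters 3, 5 and 7 and 11.5% [9.81, 13.5] of Wk-4 nuclei in cluster 4. Cluster 3, with a median depth of 1081 UMIs, was led by the airway genes Bpifa1 and Scgb1a1 and by the muscle genes Nppa, Ankrd1 and Xirp2. Cluster 9, led by interferon response genes such as Ifit1 and Rsad2, held no Control nuclei, 1.47% [0.993, 2.09] of Wk-1 and 2.44% [1.65, 3.46] of Wk-4 nuclei.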

**Fig. 2:**
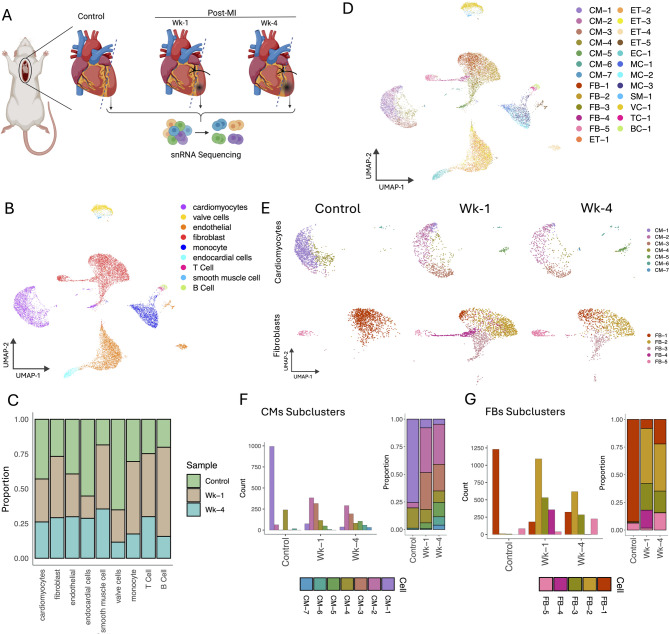
Compositional changes in cardiac cells post-MI. **A** Schematic representation of experimental plan showing the collection of the left ventricle from the control mice heart and post-MI Wk-1 & Wk-4 subjected to snRNA sequencing. **B** The UMAP plot showing 9 annotated cell clusters. **C** The proportional distribution of the number of cells across samples for each cell type. **D** Distribution of subclusters for each annotated cell type. **E** UMAP plots demonstrate the change in cluster composition for cardiomyocytes and fibroblasts across different samples. **F**, **G** The distribution (counts and proportions) of cells in subclusters across different samples for cardiomyocytes and fibroblasts. CM: Cardiomyocytes; FB: Fibroblasts; ET: Endothelial cells; EC: Endocardial cells; SM: Smooth Muscle cells; VC: Valve cells; TC: T-Cells; and BC: B-Cells.

### Key transcriptional variations and appearance of disease state in cardiomyocytes

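In cardiomyocyte-like nuclei at Wk-1, Nrxn3, a neuronal adhesion gene on chromosome 12 (88722876 to 90334935), stood at 339 CPM against 2.68 in Control, 126 times [82.4, 204] higher. Sprr1a, an injury-induced structural protein gene on chromosome 3 (92483952 to 92485895), had 0 UMIs in Control and 208 at Wk-1, at least 87.2-fold higher. Among the lowest genes, Hopx, a regulator of cardiac gene programs, stood at 0.207 times [0.181, 0.237] its Control level, Lgals4, an intracellular lectin, at 0.237 times [0.207, 0.270] and Ctla4 at 0.224 times [0.185, 0.269]. At Wk-4, Gask1b, a Golgi kinase family gene, was 17.0 times [13.1, 22.6] and Kctd16, a GABA receptor subunit, 11.3 times [9.60, 13.4] the Control level, whereas the cytokine gene Il15 stood at 0.305 times [0.272, 0.341]. The skeletal actin gene Acta1 was 3.45 times [2.99, 3.99] and the pyruvate dehydrogenase kinase gene Pdk4 3.43 times [3.03, 3.89] higher at Wk-4 than at Wk-1. With nuclei thinned to 1000 UMIs, the Wk-1 log2 ratio of Nrxn3 was 6.19 instead of 6.98, and 56.3% of the Wk-1 UMIs of Sprr1a lay in 10 nuclei.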

Differential expression analysis of the CMs cluster revealed substantial transcriptional alterations at both Wk-1 and Wk-4 post-MI **(**Fig. 3A, B**)**. The expression of CMs injury marker genes Nppa and Nppb and several other hypertrophic marker genes such as Ttn, Ankrd1, and Mybpc3 was gradually increased during the Wk-1 and Wk-4 post-MI (Fig. 3C). 

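All 5 genes stood higher in cardiomyocyte-like nuclei at Wk-1 than in Control, and higher again at Wk-4. Nppa (chromosome 4, 148000722 to 148002079), which encodes atrial natriuretic peptide, stood at 17.6, 326 and 529.8 CPM, 18.5 times [15.5, 22.1] the Control level at Wk-1 and 30.1 times [25.3, 35.9] at Wk-4. Nppb (chromosome 4, 147985788 to 147987205), for brain natriuretic peptide, was 2.60 times [2.42, 2.78] and 4.14 times [3.89, 4.41] higher. Ankrd1 (chromosome 19, 36111961 to 36120099), a stretch-responsive ankyrin repeat gene, was 10.1 times [9.56, 10.6] and 12.6 times [11.9, 13.2] higher. Mybpc3, which encodes cardiac myosin-binding protein C, was 1.79 times [1.72, 1.86] and 2.04 times [1.97, 2.13] higher, and the giant sarcomere gene Ttn 1.15 times [1.14, 1.16] and 1.29 times [1.28, 1.30] higher. In fibroblast-like nuclei Nppa stood at 23.2, 302 and 418 CPM and Ankrd1 at 56.9, 194 and 260.5 CPM, and Nppa made up 129.7, 3130.4 and 3313 CPM of the empty droplets. With nuclei thinned to 1000 UMIs the Wk-1 log2 ratio of Nppa in cardiomyocyte-like nuclei was 3.60 instead of 4.21.

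**Figure D2:**
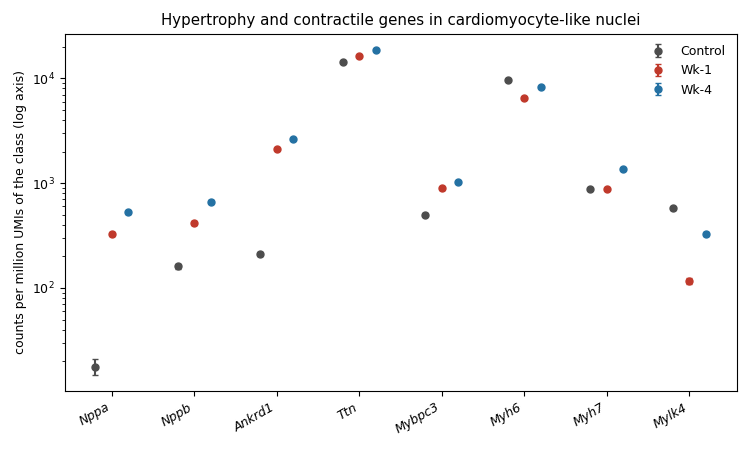
Level of 8 genes in cardiomyocyte-like nuclei of Control, Wk-1 and Wk-4 in CPM on a log axis, 1 point per library with its 95% counting interval. Nppa, Nppb, Ankrd1, Ttn and Mybpc3 stand highest at Wk-4, Nppa at 529.8 CPM, and Mylk4 stands lowest at Wk-1.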

The expression of Myh7 also increased during Wk-1 and Wk-4 as compared to the control. In contrast, the expression of Myh6 is decreased, resulting in a post-MI shift in the Myh6/Myh7 ratio, which suggests that the surviving CMs exhibit a hypertrophic phenotype (Fig. 3C-D & Supplementary Fig. 2). 

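Myh7 (chromosome 14, 54970684 to 54994626), which encodes the slow beta myosin heavy chain, stood at 887 CPM in Control, 879 at Wk-1 and 1364 at Wk-4 in cardiomyocyte-like nuclei. Its level at Wk-1 was 0.991 times [0.956, 1.03] the Control level, within counting error, and at Wk-4 it was 1.54 times [1.49, 1.59] higher. In empty droplets Myh7 made up 52.6, 389 and 648 CPM.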

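Myh6 (chromosome 14, 54941921 to 54966927), which encodes the fast alpha myosin heavy chain of the adult mouse heart, stood at 9642 CPM in Control, 6536 at Wk-1 and 8200.2 at Wk-4. Its ratio to Control was 0.678 [0.670, 0.686] at Wk-1 and 0.851 [0.841, 0.860] at Wk-4 in cardiomyocyte-like nuclei. Myh6 UMIs outnumbered Myh7 UMIs 10.9 times [10.6, 11.1] in Control, 7.44 times [7.23, 7.65] at Wk-1 and 6.01 times [5.88, 6.15] at Wk-4. The log2 ratio of the 2 genes was lower by 0.55 [0.49, 0.60] at Wk-1 and by 0.85 [0.81, 0.90] at Wk-4 than in Control. Without cardiomyocyte-like nuclei that held a UMI of other-class genes, Lama2 not counted, the Wk-1 difference was -0.57 and the Wk-4 difference -1.07, and in the few shallow nuclei kept when Lama2 was counted they were -0.28 and -1.40. From the lower Myh6/Myh7 ratio the paper proposes that the surviving cardiomyocytes have a hypertrophic phenotype, and it also reports larger cells in WGA-stained sections.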

The WGA staining of the cardiac sections further confirms the increased cell size post-MI Wk-1 and Wk-4 in the peri-infarct region (Supplementary Fig. 3). It has been reported that ischemic stress in CMs leads to a metabolic shift toward increased glucose utilization^12^. 

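The 81 nuclear-encoded genes of respiratory complexes I to V stood lower in cardiomyocyte-like nuclei after MI, with a median log2 ratio to Control of -0.77 [-0.91, -0.72] at Wk-1 and -0.71 [-0.79, -0.59] at Wk-4. At Wk-1, 68 of the 81 genes were lower, 12 were within 1.5-fold and 1 was higher, and at Wk-4 50 were lower and 31 within. Both medians lay below those of all 10000 random gene lists of like expression. Cox7a1, a muscle subunit of cytochrome c oxidase, stood at 76.3, 17.8 and 22.2 CPM, 0.234 times [0.189, 0.287] the Control level at Wk-1, and Ndufs6 of complex I at 0.350 times [0.287, 0.426]. The 1 higher gene at Wk-1 was Atpif1, an inhibitor of ATP synthase, at 1.81 times [1.55, 2.12]. The same list had medians of -1.39 [-1.50, -1.27] and -1.22 [-1.30, -1.10] in fibroblast-like nuclei, and medians of -1.13 and -1.09 in empty droplets. With free RNA subtracted, the Wk-4 median in cardiomyocyte-like nuclei was -0.31.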

Gene Set Enrichment Analysis (GSEA) of differentially expressed (DE) genes across all CM clusters at Wk-1 and Wk-4 reveals downregulation of mitochondrial complex proteins and the oxidative phosphorylation (OxPhos) pathway post-MI (Fig. 3E). However, when comparing Wk-4 to Wk-1, the DEGs show a reversal effect, indicating an increase in OxPhos pathways. This reflects a compensatory response in CMs as a decrease in oxidative phosphorylation during Wk-1 post-MI, followed by an increase by WK-4 (Fig. 3E). 

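Between Wk-1 and Wk-4 the OxPhos genes stood slightly higher in cardiomyocyte-like nuclei, with a median log2 ratio of 0.14 [0.10, 0.18], at percentile 92.6 of the random lists. Of the genes, 80 were within 1.5-fold of their Wk-1 level and 1 was lower. In a measure chosen after the medians were seen, OxPhos UMIs above the level of endothelial-like nuclei, per UMI of a cardiomyocyte-like nucleus, were lower than Control by a log2 of 0.60 [0.57, 0.64] at Wk-1 and by 0.22 [0.19, 0.25] at Wk-4, and higher by 0.39 [0.35, 0.42] at Wk-4 than at Wk-1. Per nucleus this excess was 31.4 UMIs in Control, 23.4 at Wk-1 and 48.8 at Wk-4, highest at Wk-4. Mitochondrial UMIs above the endothelial level followed the same order, with 62.7, 15.1 and 63.6 per nucleus and log2 ratios to Control of -2.24 [-2.30, -2.18] and -0.83 [-0.86, -0.80] per UMI. The Wk-4 over Wk-1 median was 0.07 with nuclei thinned to 1000 UMIs, 0.21 with at least 1000 genes per nucleus, 0.33 with free RNA subtracted, and 0.19 without the cardiomyocyte-like nuclei that held UMIs of other-class genes, or 0.83 when Lama2 counted as one. From a lower enrichment of these pathways at Wk-1 and a higher one by Wk-4, the paper concludes that cardiomyocytes show a compensatory response.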

We further looked at the expression of genes enriched in these pathways. 

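In cardiomyocyte-like nuclei each respiratory complex had a negative median log2 ratio to Control at both times. At Wk-1 the medians were -0.87 for complex I, -0.52 for complex II, -0.77 for complex III, -0.76 for complex IV and -0.75 for complex V, and at Wk-4 they were -0.77, -0.31, -0.69, -0.90 and -0.61. Ndufs1, the largest complex I subunit, stood at 211, 131 and 188 CPM, 0.621 times [0.571, 0.676] its Control level at Wk-1 and 0.890 times [0.826, 0.960] at Wk-4. Uqcr11 of complex III stood at 0.382 times [0.320, 0.453] and 0.433 times [0.367, 0.509], and Cox5b of complex IV at 0.421 times [0.355, 0.497] and 0.497 times [0.425, 0.581]. The 13 mitochondrially encoded subunits, whose transcripts lie outside the nucleus, were all lower, with medians of -1.63 [-1.96, -1.46] and -1.41 [-1.56, -1.23]. Mitochondrial transcripts made up 2.61%, 0.726% and 0.990% of cardiomyocyte-like UMIs in the 3 libraries and 6.10%, 1.57% and 1.50% of endothelial-like UMIs.

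**Figure D3:**
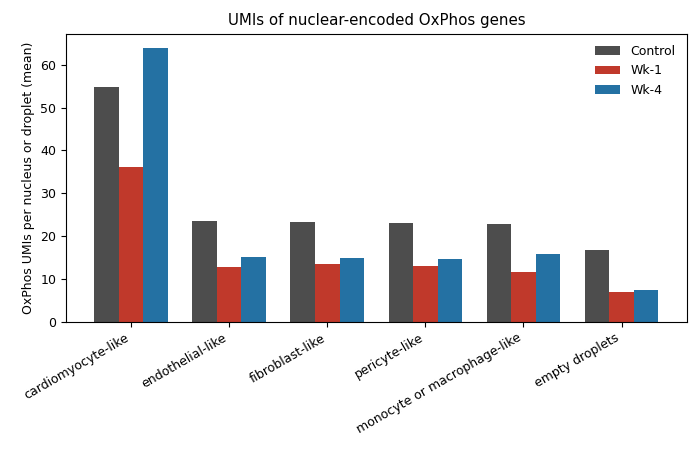
Mean OxPhos UMIs per nucleus of a class, or per empty droplet, in Control, Wk-1 and Wk-4, 1 library per condition. Cardiomyocyte-like nuclei hold 54.8, 36.2 and 64.0 UMIs, and endothelial-like nuclei 23.5, 12.8 and 15.2, with the highest value of each class apart from cardiomyocytes in Control.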

The results indicate a decreased expression of several subunits for mitochondrial proteins during Wk-1 and their expression level was restored to normal level in Wk-4 post-MI (Fig. 3F). The expression of ECM genes (Fn1, Col1a1, Col1a2, Col3a1) was increased during Wk-1 post-MI followed by a decrease in Wk-4 (Fig. 3G). 

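Together, Fn1, Col1a1, Col1a2 and Col3a1, which encode fibronectin and fibrillar collagens, stood at 41.1 CPM in cardiomyocyte-like nuclei of Control, 797 at Wk-1 and 139 at Wk-4. The sum was 19.4 times the Control level at Wk-1, a log2 ratio of 4.28 [4.11, 4.44], and 5.74 times lower at Wk-4 than at Wk-1, a log2 ratio of -2.52 [-2.62, -2.42]. At Wk-1 the same sum was 2464 CPM in endothelial-like, 3804 in macrophage-like, 3668 in pericyte-like and 7369 in fibroblast-like nuclei, and 17039 CPM in empty droplets. A cardiomyocyte-like nucleus of Wk-1 held 5.51 [5.36, 5.66] of these UMIs and an endothelial-like nucleus 5.49 [5.35, 5.64]. Of the 4 genes, Col1a1 gave 31.1% of the UMIs in cardiomyocyte-like nuclei of Wk-1, 28.9% in empty droplets and 17.1% in fibroblast-like nuclei. After thinning to 1000 UMIs, which left out 8, 3 and 1 nuclei, 4.93%, 57.9% and 14.4% of cardiomyocyte-like nuclei had such a UMI, against 20.8%, 98.2% and 77.6% unthinned. In endothelial-like nuclei the thinned shares were 17.0%, 90.2% and 42.7%, and the median depths were 5437, 6442 and 10536 UMIs in cardiomyocyte-like and 1452, 1966 and 2503 UMIs in endothelial-like nuclei.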

Overall, these results suggest a temporary decline in the mitochondrial activity and oxidative phosphorylation in CMs at Wk-1 post-MI, followed by an increase during the Wk-4 suggesting a compensatory response in surviving CMs. However, the hypertrophic markers gradually increased during Wk-1 and Wk-4 post-MI (Fig. 3H).

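A fixed list of 18 stress and fetal genes had a median log2 ratio to Control of 0.75 [0.08, 2.01] at Wk-1 and 0.95 [0.62, 2.45] at Wk-4 in cardiomyocyte-like nuclei, with 10 and 14 members higher. The median was 0.47 [0.19, 0.67] at Wk-4 over Wk-1, and all 3 medians lay above every random list of like expression. Xirp2, an actin-binding gene of the intercalated disc, stood at 284, 1241 and 1675 CPM, 4.37 times [4.17, 4.58] and 5.89 times [5.63, 6.17] the Control level. Acta1 stood at 21.7, 40.0 and 138 CPM, 1.84 times [1.51, 2.25] and 6.35 times [5.39, 7.53] higher, and the actin crosslinker gene Flnc was 1.32 times [1.19, 1.46] and 2.43 times [2.23, 2.66] higher. The 24 sarcomere genes had medians of -0.19 [-0.66, 0.06] and 0.15 [-0.31, 0.53], and Tcap, a titin cap protein gene, stood at 0.380 times [0.356, 0.405] its Control level at Wk-1. The 16 ion channel genes had medians of -0.44 [-0.99, 0.10] and -0.48 [-1.09, 0.00], with the potassium channel gene Kcnj3 at 0.452 times [0.430, 0.475] and 0.469 times [0.447, 0.492].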

**Fig. 3:**
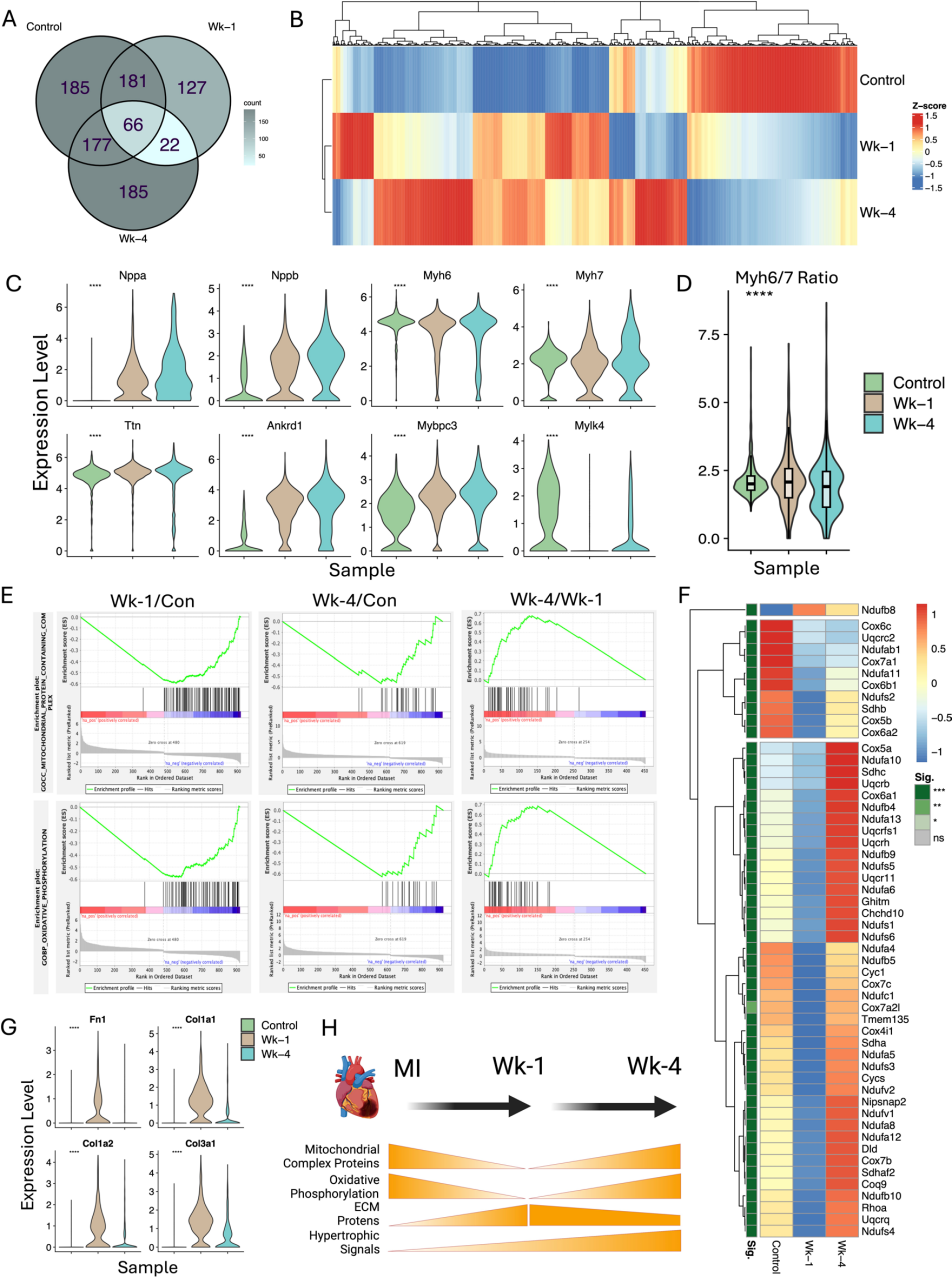
Transcriptional variations during the disease state in CMs post-MI. **A** Venn diagram showing the overlap and distinct sets of differentially expressed genes (DEGs) in CMs across control, Wk-1, and Wk-4 post-MI conditions. **B** Hierarchical clustering heatmap of CM transcriptomes indicating distinct gene expression profiles among control, Wk-1, and Wk-4 samples. **C** Violin plots demonstrating increased expression of Nppa, Nppb, Myh6, Myh7, Ttn, Ankrd1, Mybpc3, and Mylk4 in CM clusters post-MI. **D** Violin plot showing the change in Myh6/7 ratio post-MI. **E** The gene set enrichment analysis (GSEA plots) for DEGs shows a significant enrichment in mitochondrial protein subunits and oxidative phosphorylation pathways. Most genes were downregulated in Wk-1 and then restored their expression by Wk-4. **F** The heatmap shows the expression pattern of mitochondrial subunit & oxidative phosphorylation proteins. **G** The expression of ECM genes (Fn1, Col1a1, Col1a2, Col3a1) was found to increase during Wk-1 post-MI in CMs. **H** The DEGs patterns demonstrate that there is a decline in mitochondrial protein subunits and oxidative phosphorylation genes during Wk-1, which is gradually restored during Wk-4. The expression of hypertrophic-related genes gradually increases by Wk-4.

### Stabilization of fibrotic scar formation at Wk-1 post-MI

The differential expression analysis of the FBs cluster revealed significant transcriptional changes post-MI at Wk-1 and Wk-4. 

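In fibroblast-like nuclei at Wk-1, Kif26b (chromosome 1, 178529125 to 178939200), a kinesin family gene, stood at 1694 CPM against 7.25 in Control, 234 times [151, 383] higher. Kcnma1, a calcium-activated potassium channel gene, was 158 times [92.3, 297] and Ddah1, an enzyme gene of nitric oxide regulation, 153 times [74.1, 381] higher. Cthrc1, which encodes a collagen triple helix repeat protein of scar fibroblasts, had 1 UMI in Control and 1246 at Wk-1, a ratio of 514 [92.1, 20325]. The potassium channel gene Kcnq3 had 0 UMIs in Control and 657 at Wk-1, at least 90.4-fold higher, but 15 at Wk-4. Scara5, a ferritin receptor of resting fibroblasts, stood at 372, 22.9 and 58.3 CPM, 0.0615 times [0.0516, 0.0730] its Control level at Wk-1, and Blnk, a B cell linker gene, at 0.0619 times [0.0430, 0.0869]. At Wk-4, the mechanosensitive channel gene Piezo2 was 42.7 times [26.9, 72.3] higher than Control and the receptor tyrosine kinase gene Ret stood at 0.0855 times [0.0551, 0.128].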

A Venn diagram of DEGs revealed both shared and time-specific transcriptional responses, with a substantial number of DEGs uniquely enriched in Wk-1 and Wk-4 samples (Fig. 4A). The unsupervised hierarchical clustering of gene expression demonstrates a distinct profile associated with each phase of remodeling (Fig. 4B). 

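Postn (chromosome 3, 54361109 to 54391037), which encodes the matrix protein periostin, stood at 16.7, 2378 and 770.2 CPM in fibroblast-like nuclei of Control, Wk-1 and Wk-4. It was 143 times [107, 195] higher than Control at Wk-1 and 46.2 times [34.5, 63.2] higher at Wk-4. Fn1 (chromosome 1, 71585520 to 71653200) was 40.3 times [32.7, 50.3] and 7.48 times [6.01, 9.40] higher. The growth factor gene Tgfb3 (chromosome 12, 86056745 to 86079041) was 4.60 times [3.68, 5.81] and 3.49 times [2.76, 4.46] higher. In empty droplets Postn made up 46.7, 2437 and 556 CPM.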

Genes such as Postn (Periostin), Tgfb3 (TGF-beta 3), and Fn1 (fibronectin 1) were upregulated post-MI, with peak expression at Wk-1, indicating their active ECM remodeling and fibrotic signaling early after MI (Fig. 4C). 

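In fibroblast-like nuclei the 19 collagen genes had a median log2 ratio to Control of 2.12 [-0.50, 2.82] at Wk-1 and 0.79 [-0.22, 1.76] at Wk-4, with 11 and 10 members higher and 2 and 1 lower. The collagen list stood higher in other classes too, with Wk-1 medians of 2.78 in macrophage-like, 2.67 in mesothelial-like, 2.38 in endocardial-like, 2.27 in cardiomyocyte-like, 2.24 in endothelial-like and 2.16 in pericyte-like nuclei. At Wk-4 over Wk-1 their median was -0.41 [-1.04, 0.20], with 9 members lower and 1 higher. Col12a1, a fibril-associated collagen, was 94.9 times [46.0, 236] and Col11a1, a minor fibrillar collagen, 58.9 times [28.5, 147] higher at Wk-1. The 26 matrix glycoprotein genes had medians of 1.97 [0.86, 5.13] and 1.69 [0.42, 3.60], or 2.81 and 2.39 with members at 0 UMIs set to their bound, with 22 and 18 members higher. Collagen processing enzymes had medians of 0.31 [-0.19, 0.76] and 0.10 [-0.21, 0.44] over 22 genes, among them Lox, a crosslinking oxidase, 16.7 times [9.68, 31.6] higher at Wk-1 and Plod2, a lysyl hydroxylase, 3.13 times [2.82, 3.49]. The median over the 14673 genes with enough UMIs in fibroblast-like nuclei was 0.12 at Wk-1.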

Gene ontology (GO) enrichment analysis revealed significant pathways related to collagen biosynthesis, extracellular matrix assembly, and collagen fibril organization at Wk-1, highlighting the role of FBs in scar formation (Fig. 4D, top). However, most of the overexpressed genes in post-MI Wk-4 were enriched with smooth muscle cell differentiation, chondrocyte regulation, and tissue development (Fig. 4D, bottom), suggesting a functional and phenotypic shift toward tissue stabilization and structural remodeling. 

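Of 9 smooth muscle markers in fibroblast-like nuclei, 7 stood higher and none lower at each time, with a median log2 ratio to Control of 2.23 [-0.17, 4.09] at Wk-1 and 1.69 [0.04, 2.40] at Wk-4 over the 7 with a ratio. The 13 myofibroblast genes had medians of 1.73 [1.34, 3.88] and 1.06 [0.50, 1.85], with 12 and 10 members higher, and -1.04 [-1.80, -0.39] at Wk-4 over Wk-1. Acta2, which encodes smooth muscle actin, stood at 5.80, 65.1 and 18.7 CPM, 11.2 times [6.83, 19.8] the Control level at Wk-1, and the actin crosslinker gene Actn1 was 20.0 times [15.6, 26.1] higher at Wk-1 and 9.70 times [7.51, 12.7] at Wk-4. The 15 matrifibrocyte and cartilage genes had medians of 2.23 [0.92, 5.14] and 2.75 [0.72, 5.32], or 2.94 at Wk-4 with bounds, with 13 members higher at each time. Thbs4, a thrombospondin of tendon and cartilage, stood at 2.54, 89.8 and 121 CPM, 35.4 times [17.1, 88.4] and 47.8 times [23.0, 119] higher.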

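In fibroblast-like nuclei Col1a1 (chromosome 11, 94936224 to 94953042) stood at 178 CPM in Control, 1261 at Wk-1 and 357 at Wk-4, 7.07 times [6.46, 7.76] and 2.00 times [1.81, 2.22] the Control level. Col3a1 (chromosome 1, 45311538 to 45349706) was 5.02 times [4.78, 5.27] and 1.73 times [1.63, 1.83] higher, and Col1a2 (chromosome 6, 4504814 to 4541544) 4.34 times [4.07, 4.62] and 1.40 times [1.30, 1.51]. The fibril-regulating collagen Col5a2 was 3.69 times [3.49, 3.92] higher at Wk-1, the cartilage collagen Col27a1 5.88 times [5.00, 6.96], and Col14a1, which binds fibrils, 7.22 times [6.36, 8.23]. At Wk-4 Col27a1 was 2.87 times [2.40, 3.43] and Col14a1 3.76 times [3.29, 4.32] the Control level. Empty droplets held 166, 4931 and 762 CPM of Col1a1.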

Key ECM-associated genes such as Col1a1, Col3a1, Col1a2, Col5a2, Col27a1, and Col14a1 were significantly upregulated post-MI, particularly at Wk-1 (Fig. 4E). The expression of Loxl3 and Serpinh1, which are involved in collagen cross-linking and stabilization, was also increased (Fig. 4E). 

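Loxl3 (chromosome 6, 83034173 to 83052562), a lysyl oxidase family gene, stood at 35.9, 263 and 184 CPM in fibroblast-like nuclei, 7.32 times [5.98, 9.06] the Control level at Wk-1 and 5.13 times [4.16, 6.40] at Wk-4. Serpinh1, a collagen chaperone gene, stood at 82.7, 134 and 82.9 CPM, 1.62 times [1.40, 1.88] the Control level at Wk-1 and 1.00 times [0.845, 1.19] at Wk-4.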

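Comp (chromosome 8, 70373558 to 70382066), which encodes a cartilage matrix protein, had 3 UMIs in fibroblast-like nuclei of Control, 1049 at Wk-1 and 1206 at Wk-4, ratios to Control of 144 [49.2, 701] and 276 [94.3, 1341]. Smad6, an inhibitor of BMP signaling, was 5.69 times [4.41, 7.45] and 8.83 times [6.84, 11.6] higher than Control. The complement gene C3 stood at 104, 77.1 and 169 CPM, 0.738 times [0.638, 0.855] its Control level at Wk-1 and 1.61 times [1.40, 1.86] at Wk-4. Empty droplets held 349, 369 and 959 CPM of C3, 13.8, 213 and 409 CPM of Comp and 15.4, 27.6 and 49.7 CPM of Smad6. Mesothelial-like nuclei, whose share was 1.42%, 2.16% and 4.79%, held 1039.7, 267 and 1125 CPM of C3, and mesothelial markers in this class stood lower at Wk-1 as well.

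**Figure D4:**
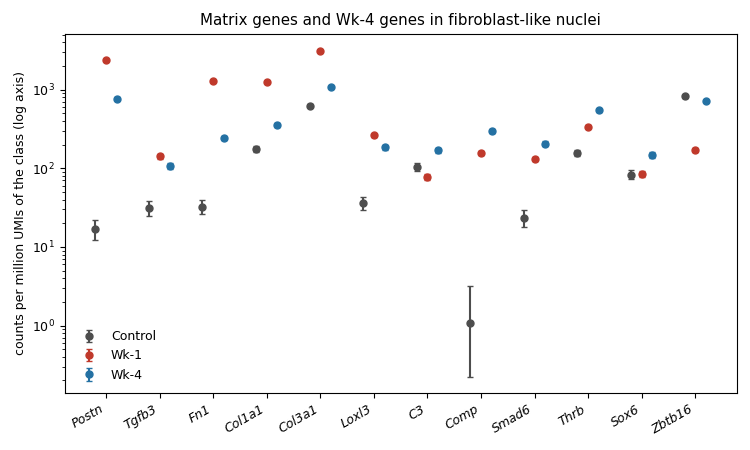
Level of 12 genes in fibroblast-like nuclei of Control, Wk-1 and Wk-4 in CPM on a log axis, 1 point per library with its 95% counting interval. Postn, Fn1 and the collagens stand highest at Wk-1 (Col1a1 at 1261 CPM), and C3, Comp, Smad6, Thrb and Sox6 stand highest at Wk-4 (Thrb at 544 CPM).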

At Wk-4, we observed increased expression of genes involved in smooth muscle-like fibroblast differentiation, including Cfh, C3, Comp, and Smad6. (Fig. 4F). It is more appropriate to refer to this as myofibroblast differentiation rather than smooth muscle cell differentiation, as the cluster originates from FBs and myofibroblasts also share a transcriptional profile similar to that of smooth muscle cells. Furthermore, transcriptional regulators involved in chondrogenic signaling such as, Zbtb16, Thrb, Sox6, and Tgfrb1, were also upregulated during Wk-4 (Fig. 4G). These results highlight a biphasic activation pattern in FBs, suggesting a temporal shift in FBs function from ECM deposition and fibrosis in the acute phase (Wk-1) to a more specialized differentiation, tissue remodeling and stiff ECM during the chronic phase (Wk-4), underscoring the dynamic role of FBs in post-MI repair. Additionally, we have looked at the expression of cardiogenic genes (Typically associated with CMs) in FBs to investigate the cluster heterogeneity within FBs. 

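In fibroblast-like nuclei Thrb, a thyroid hormone receptor gene, was 2.15 times [1.94, 2.39] the Control level at Wk-1 and 3.46 times [3.12, 3.84] at Wk-4. Tgfbr1 (chromosome 4, 47353222 to 47414931), a TGF-beta receptor gene, was 1.53 times [1.37, 1.73] and 2.16 times [1.92, 2.44] higher. Sox6 (chromosome 7, 115470872 to 116038796), a regulator of cartilage formation, was 1.03 times [0.882, 1.21] the Control level at Wk-1 and 1.80 times [1.54, 2.10] at Wk-4. Zbtb16 (chromosome 9, 48654297 to 48836222), a zinc finger regulator gene, stood at 826, 173 and 717 CPM, 0.210 times [0.195, 0.225] its Control level at Wk-1 and 0.868 times [0.822, 0.918] at Wk-4. Sox6 stood at 2252 CPM in mesothelial-like nuclei of Control and at 1943 CPM in those of Wk-4. Empty droplets held 86.1, 86.7 and 188 CPM of Sox6 and 73.1, 68.1 and 146 CPM of Thrb. They held 23.0, 77.6 and 88.7 CPM of Tgfbr1 and 69.9, 84.7 and 208 CPM of Zbtb16.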

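Genes of resting fibroblasts stood lowest at Wk-1, with a median log2 ratio to Control of -1.23 [-3.18, -0.03] over 16 genes at Wk-1, -0.65 [-1.27, 0.75] at Wk-4 and 0.86 [0.39, 2.13] at Wk-4 over Wk-1. Gsn, which encodes the actin-severing protein gelsolin, stood at 2170.3, 239 and 1111 CPM in fibroblast-like nuclei, and Dpep1, a membrane dipeptidase gene, at 308, 29.3 and 128 CPM. The fall of Gsn at Wk-1 was not particular to this class. Endothelial-like nuclei held 1824, 260 and 1313 of its UMIs and cardiomyocyte-like nuclei 1549, 221 and 623. Not every list member fell, as Ddah1 had 7, 2594 and 531 UMIs in fibroblast-like nuclei. Cell cycle genes had a median of 1.53 [0.99, 2.35] at Wk-1, or 1.60 with bounds, with 11 of 13 members higher, and 0.20 [-0.22, 1.63] at Wk-4. In empty droplets the cell cycle genes Top2a and Mki67 made up 4.71, 52.2 and 12.85 CPM and 3.44, 41.4 and 11.75 CPM. Complement genes had medians of 0.54 [-0.44, 1.97] and 0.67 [0.37, 2.70], or 0.66 and 0.93 with bounds, with C4b, a classical pathway component, 6.48 times [4.29, 10.2] higher than Control at Wk-4. Mesothelial markers in fibroblast-like nuclei had a median of -0.87 at Wk-1 and 1.54 [0.34, 2.78] at Wk-4 over 9 genes. From matrix genes highest at Wk-1 and differentiation genes higher at Wk-4, the paper proposes a temporal shift of fibroblasts from matrix deposition to a more specialised differentiation with tissue remodeling and a stiff matrix.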

We observed an increase in some of these genes, including Mef2c, Gata4, Gata6 and Tbx20 during the Wk-1 and Wk-4 post-MI compared to the control (Fig. 4H). 

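Tbx20, a cardiac T-box factor gene, was 2.00 times [1.88, 2.13] the Control level in fibroblast-like nuclei at Wk-1 and 2.34 times [2.19, 2.50] at Wk-4. Mef2c (chromosome 13, 83504034 to 83667080), a muscle transcription factor gene, was 1.49 times [1.33, 1.67] and 1.86 times [1.66, 2.10] higher, and Gata6, a zinc finger factor gene, 1.32 times [1.14, 1.53] and 1.41 times [1.21, 1.65] higher. Gata4, a related factor gene, stood at 214, 165 and 195 CPM, 0.771 times [0.697, 0.853] its Control level at Wk-1 and 0.915 times [0.822, 1.02] at Wk-4. A fixed list of 9 cardiogenic genes had a median log2 ratio to Control of 0.22 [-0.38, 1.00] at Wk-1 and 0.49 [-0.42, 1.23] at Wk-4, with 2 and 4 members higher. Cardiomyocyte markers in fibroblast-like nuclei had medians of -0.97 [-1.72, -0.68] and -0.32.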

Further examination of the FBs subclusters using pseudo time analysis confirms the biphasic responses of FBs from ECM deposition and fibrosis at the early phase and differentiation, tissue remodeling and stiff ECM during the late phase (Fig. 4I-J).

**Fig. 4:**
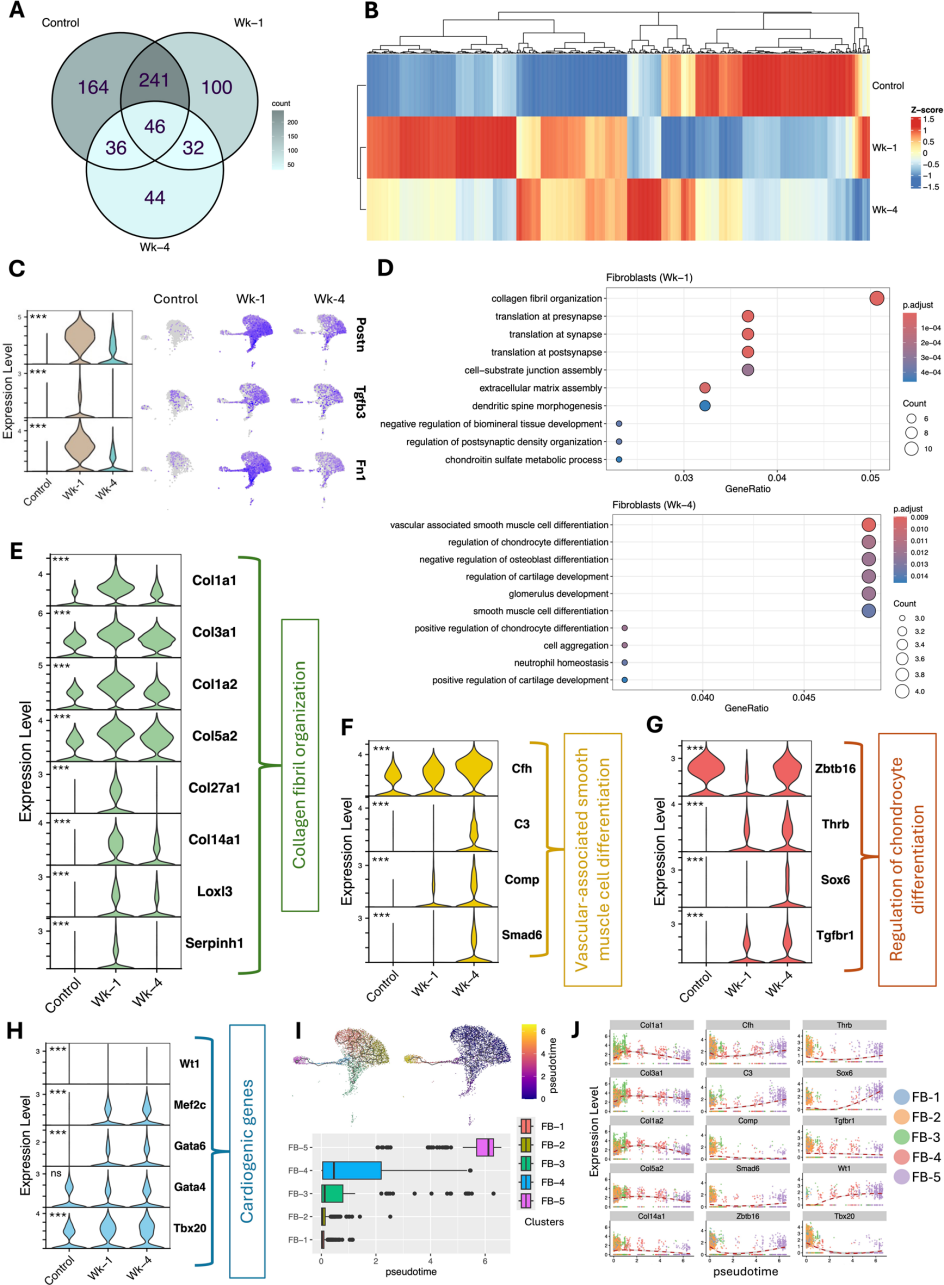
Differential gene expression analysis in FBs. **A** Venn diagram showing the overlap and distinct sets of differentially expressed genes (DEGs) in FBs across control, Wk-1, and Wk-4 post-MI conditions. **B** Hierarchical clustering heatmap of FB transcriptomes indicating distinct gene expression profiles among control, Wk-1, and Wk-4 samples. **C** Violin and feature plots illustrating the expression of key FB activation markers (*Postn*, *Tgfb3*, *Fn1*) across conditions, with highest expression observed at Wk-1 post-MI. **D** GO enrichment analysis of DEGs in FBs at Wk-1 (top) and Wk-4 (bottom). Wk-1 FBs were enriched for extracellular matrix (ECM)-related processes, while Wk-4 FBs showed enrichment for pathways related to vascular and chondrocyte differentiation. **E** Violin plots showing expression levels of genes involved in collagen fibril organization (*Col1a1*,* Col3a1*,* Col1a2*,* Col5a2*,* Col27a1*,* Col14a1*), ECM regulation (*Loxl3*,* Serpinh1*), which are upregulated at Wk-1. **F** Violin plots displaying increased expression of genes associated with vascular-associated smooth muscle cell differentiation (*Cfh*,* C3*,* Comp*,* Smad6*) at Wk-4. **G** Violin plots showing expression of genes involved in regulation of chondrocyte differentiation (*Zbtb16*,* Thrb*,* Sox6*,* Tgfrb1*) in FBs, also elevated at Wk-4. **H** Violin plots showing expression levels of cardiogenic genes and **I** Pseudo-time analysis of FB cluster demonstrating the trajectories identified and the pseudo time across different subclusters. **J** The expression pattern of the genes during pseudo time across different subclusters.

### Activated FBs-to-CMs communication suggests pro-survival stress remodeling in CMs post-MI

Beyond the intrinsic CMs response as described earlier, the progression of post-MI remodeling is critically governed by the dynamic intercellular communication within the injured myocardium. FBs adopt an activated phenotype and engage in extensive signaling with surviving CMs, influencing their function, survival, and hypertrophic responses. To elucidate the key molecular dialogues involved in this FB-CM crosstalk, we performed the cell-cell communication analysis using CellChat. We have looked at the ligand-receptor (LR) interactions and identified the differential signaling pathways during the post-MI stress response. 

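Because CellChat was not available, a fixed set of 92 ligand-receptor pairs was scored between 9 classes. Each of these had at least 30 nuclei of 1000 UMIs or more in every library. The set joined common secreted pairs with those the paper shows for outgoing signals of fibroblasts in these same libraries. Counts of links from fibroblast-like nuclei are thus not independent of the paper's result. A link was counted where the ligand and every receptor subunit were detected in at least 25% of the nuclei of the sending and receiving class, after thinning each nucleus to 1000 UMIs. The links of cardiomyocyte-like nuclei to endothelial-like nuclei through the angiogenic factor Vegfa and its receptors Flt1 and Kdr were present in all 3 libraries, as were those to fibroblast-like nuclei through Fgf1 with Fgfr1 and Fgfr2. Angpt1, a vessel-stabilising ligand, and its receptor Tek linked cardiomyocyte-like to endothelial-like nuclei in Control only.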

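Of 7452 possible links between cardiac cell classes, 46 were detected in Control, 33 at Wk-1 and 65 at Wk-4 in nuclei of equal depth. The ratio to Control was 0.72 at Wk-1 and 1.41 at Wk-4, with no interval given because links share genes and classes. A planned test took a Wk-4 ratio over 1.5 after thinning as against library depth as the cause, and one under a lower limit as for it. The Wk-4 ratio lay between these limits, so the test was undecided. Among senders the largest fall from Control to Wk-1 was in mesothelial-like nuclei, with 10, 1 and 16 links. The largest rise from Control to Wk-4 was in smooth muscle-like nuclei, with 0, 1 and 11 links from 31, 68 and 54 thinned nuclei. Most of their Wk-4 links rested on the same ligand, Fgf1. Cardiomyocyte-like nuclei sent 15, 13 and 12. Links from mesothelial-like and lymphatic-like nuclei to fibroblast-like nuclei through Sema3d with Nrp1 and Plxna4 appeared at Wk-4 only, and a link from macrophage-like nuclei through Pdgfc with Pdgfra at Wk-1 only. With nuclei thinned but clustered without Harmony, the counts were 50, 50 and 66. Without thinning, 173, 388 and 509 of 9200 links among 10 classes were detected. With 10% of nuclei as the limit the counts were 281, 523 and 431, and with 100 CPM in the class sum 400, 717 and 645.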

The total number of interactions and their strength across all cell types were progressively increased from control to post-MI Wk-1 and Wk-4 (Fig. 5A). The outgoing signaling strength for FBs increased during post-MI Wk-1 and Wk-4, suggesting enhanced secretory signaling as a response to MI (Fig. 5B). 

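Fibroblast-like nuclei sent 2 links in each library after thinning, and 16, 80 and 74 without thinning. The links of Control went to endocardial-like nuclei through Bmp6, a bone morphogenetic protein gene, with its receptors Acvr1, Bmpr1a and Bmpr2. Fibroblast-like nuclei received 2 links in Control, 7 at Wk-1 and 11 at Wk-4.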

The outgoing communication from FBs increased not only toward other cardiac cell types but also showed a marked rise in autocrine (self-) signaling, particularly during WK-1 post-MI (Fig. 5C). 

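Links from fibroblast-like nuclei to themselves numbered 0 in Control, 2 at Wk-1 and 2 at Wk-4 after thinning. They were the guidance ligand genes Slit2 and Slit3 with the receptor gene Robo1. Without thinning there were 4, 13 and 10 such links.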

Further, to identify key signaling pathways mediating the interaction between FBs and CMs, we specifically looked at the LR pairs associated with FB-derived outgoing signaling. While the overall interaction strength from FBs to CMs remained largely unchanged, as indicated by the arrow width and the bar plots (Fig. 5C-D), the composition of active signaling pathways at Wk-1 post-MI differed substantially from both control and Wk-4 post-MI conditions (Fig. 5E). This analysis revealed several potential communication axes, with particularly strong evidence for the activation of Igf1-Igf1r, Ptn-Ncl, and Fgf2-Fgfr2 signaling from FBs towards CMs that are specifically activated during Wk-1 post-MI (Fig. 5E). 

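No link from fibroblast-like to cardiomyocyte-like nuclei reached the limit in any of the 3 libraries after thinning, so that a difference was not detectable at this depth. Without thinning, 4 links were counted in Control, 9 at Wk-1 and 5 at Wk-4. Cardiomyocyte-like nuclei sent 15, 13 and 12 links to all classes.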

The activation of these pathways suggests a FBs-driven effort to support CM survival and stress adaptation, potentially through anti-apoptotic signaling and increased glucose uptake. To support the predicted signaling interactions between FBs and CMs, we examined the expression patterns of ligands and their corresponding receptors (Fig. 5F). The results showed a notable upregulation of Ptn, Fgf2, and Igf1 specifically in FBs at WK-1 post-MI, consistent with their involvement in active signaling during this time point. 

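Ptn (chromosome 6, 36714929 to 36810220), which encodes the growth factor pleiotrophin, stood at 21.8, 269.8 and 77.2 CPM in fibroblast-like nuclei, 12.4 times [9.59, 16.3] the Control level at Wk-1 and 3.55 times [2.68, 4.76] at Wk-4. Fgf2 (chromosome 3, 37348346 to 37410108), a fibroblast growth factor gene, was 2.23 times [1.88, 2.65] and 2.42 times [2.03, 2.90] higher. Igf1 (chromosome 10, 87858265 to 87937042), for insulin-like growth factor, was 1.30 times [1.17, 1.46] the Control level at Wk-1 and 0.824 times [0.723, 0.940] at Wk-4. After thinning to 1000 UMIs, which left 1239, 1908 and 1122 nuclei, Ptn was detected in 1.78%, 15.1% and 6.06% of fibroblast-like nuclei, against 3.51%, 30.0% and 12.9% unthinned, and in 0.369%, 3.89% and 1.68% of endothelial-like nuclei. Igf1 was detected in 9.77%, 14.5% and 9.09% of the thinned fibroblast-like and 1.99%, 7.87% and 5.13% of the endothelial-like nuclei, with unthinned median depths of 2024, 2946.5 and 2978 UMIs in fibroblast-like nuclei.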

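In cardiomyocyte-like nuclei Ncl, which encodes the nucleolar protein nucleolin, stood at 50.7 CPM in Control, 51.7 at Wk-1 and 52.2 at Wk-4. Fgfr2, a fibroblast growth factor receptor gene, stood at 1262, 1625 and 1348 CPM, 1.29 times [1.25, 1.32] and 1.07 times [1.04, 1.10] the Control level. Igf1r, the receptor gene of insulin-like growth factor, stood at 224, 280.2 and 294 CPM, 1.25 times [1.17, 1.34] and 1.31 times [1.23, 1.40] higher. After thinning, Ncl was detected in 5.33%, 5.23% and 5.31% of cardiomyocyte-like nuclei and in 8.04%, 11.2% and 8.50% of endothelial-like nuclei.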

Correspondingly, the receptors Ncl, Fgfr2, and Igf1r were expressed in CMs, confirming the potential for functional ligand-receptor interactions. The expression profiles of these signaling components further supports the hypothesis that FB-derived paracrine signaling may contribute to CMs survival and remodeling during the acute phase of MI. The dot plots for cell-specific key signaling pathways detected for CMs, FBs, ECs and endocardial cells (EDCs) are provided in the Supplementary Fig. 4.

**Fig. 5:**
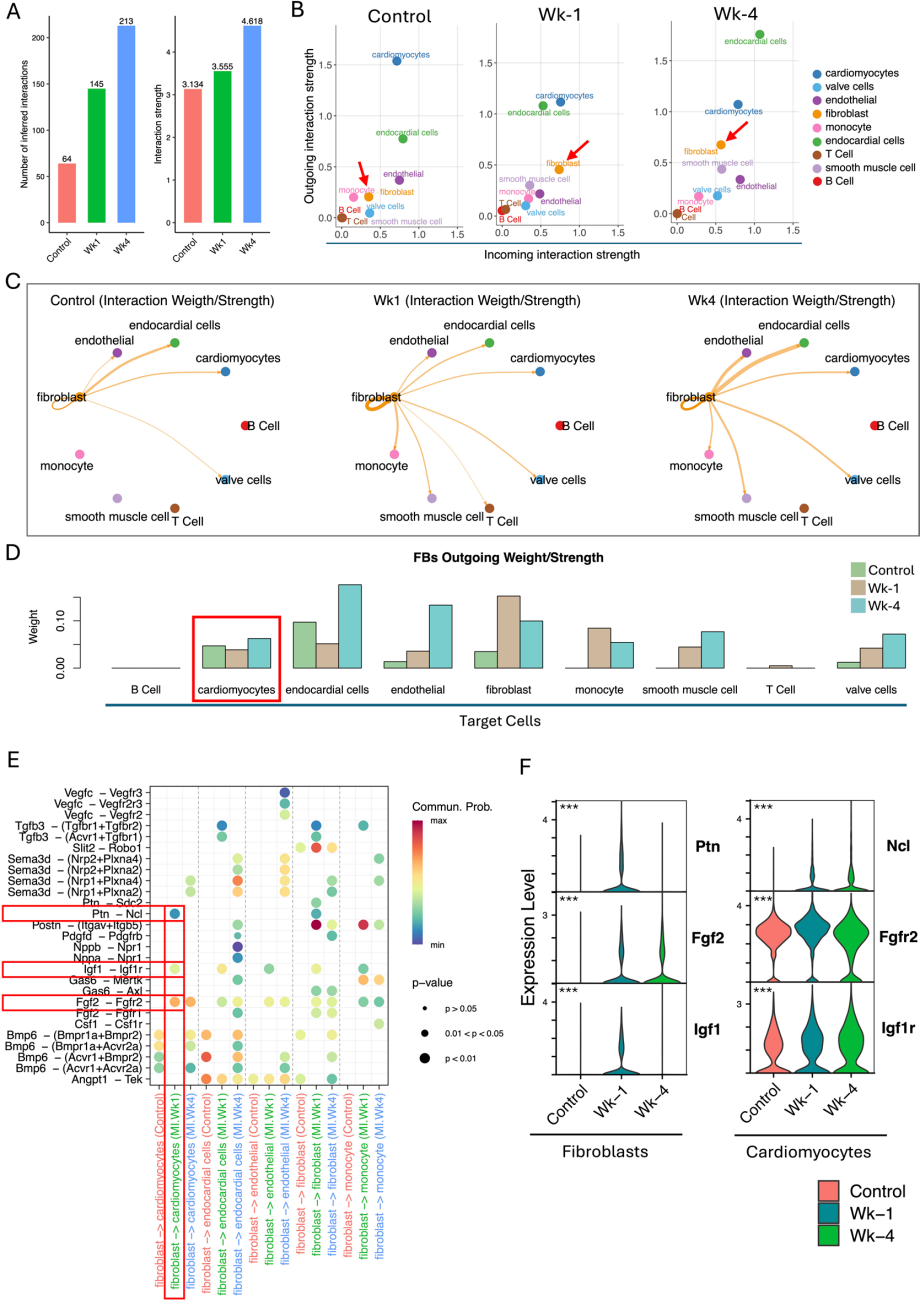
Differential secretory signaling between cardiac cells post-MI. **A** The total number of ligand-receptor interactions and their strength (as predicted by CellChat) for all cell types gradually increased in post-MI Wk-1 to Wk-4. **B** The scatter plot shows the change in outgoing and incoming interaction strength for different cell types in control, post-MI Wk-1 and Wk-4 samples. The outgoing strength of FBs was increased gradually during Wk-1 and Wk-4 post-MI as indicated by red arrow. **C** The interaction weight for the outgoing signaling in FBs demonstrates an overall increase in outgoing signals. **D** The bar plot showing the change in outgoing signaling weight/strength from FBs to all other cells. **E** The dot plot demonstrated outgoing signaling communications from FBs to other cell types that were significantly enriched in control, post-MI Wk-1 and Wk-4 samples. Highlighted with the red boxes are the three signaling pathways that are specifically activated during the post-MI Wk-1, demonstrating the communication between FBs and CMs. The signaling pathways from FBs to ECs that are highlighted during Wk-4 are highlighted with blue boxes. **F** Violin plot showing the expression change of the ligands (Ptn, Fgf2, and Igf1) in FBs and their corresponding receptors (Ncl, Fgfr2, and Igf1r) in CMs.

### Fibroblast-mediated Sema3d and Vegfc signaling potentially implicates pro-angiogenic activity during late cardiac remodeling phase

Another notable secretory signaling reported from FBs is semaphorin 3 d (Sema3d), which was predominantly observed during the late phase of ischemic stress i.e. post-MI Wk-4, specifically from FBs to ECs and EDCs (Fig. 5D). 

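Sema3d (chromosome 5, 12383385 to 12588948) stood at 36.3 CPM in fibroblast-like nuclei of Control, 82.9 at Wk-1 and 120.3 at Wk-4, 2.29 times [1.84, 2.86] and 3.32 times [2.67, 4.16] the Control level. It was detected in 2.83%, 6.45% and 9.00% of thinned fibroblast-like nuclei, 5.46%, 16.1% and 21.0% unthinned, and in 3.02%, 3.68% and 6.90% of thinned endothelial-like nuclei. Empty droplets held 18.1, 38.7 and 84.3 CPM of Sema3d. Mesothelial-like nuclei held 1019.2, 259.6 and 760.4 CPM of Sema3d, but at Wk-1 9 of 10 mesothelial markers in this class were lower too, with a median log2 ratio to Control of -1.92 [-2.55, -0.94], and fibroblast markers had a median of 1.22 [-0.74, 3.72]. Its receptor gene Nrp1 stood at 1437, 1083 and 1012 CPM in endothelial-like nuclei and at 1332, 1650.3 and 2397 CPM in endocardial-like nuclei.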

While Sema3d has been reported in some contexts to be pro-angiogenic and promote vascular maturation and stability, primarily through signaling via Nrp1, it’s role specifically in FBs-derived signaling has not been established^37^. However, previous studies have implicated Sema3d signaling in vasculogenesis during heart development, suggesting a potential role in vascular repair and remodeling^38^. 

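Vegfc, a lymphangiogenic growth factor gene, stood at 128 CPM in fibroblast-like nuclei of Control, 120.1 at Wk-1 and 220.1 at Wk-4. Its ratio to Control was 0.936 [0.825, 1.06] at Wk-1, within counting error, and 1.72 [1.51, 1.95] at Wk-4. Empty droplets held 34.7, 50.6 and 100.5 CPM of Vegfc. In endothelial-like nuclei the receptor gene Kdr stood at 0.640 times [0.585, 0.701] its Control level at Wk-1 and 0.695 times [0.643, 0.753] at Wk-4, and Plxna4, a semaphorin co-receptor gene, at 1.66 times [1.52, 1.81] and 1.53 times [1.41, 1.66]. Neither ligand passed the limit of 25% of nuclei in a link from fibroblast-like to endothelial-like nuclei in any library. From higher Sema3d with Vegfc signaling at Wk-4 the paper proposes that fibroblasts contribute to vascular repair and stabilisation in the late phase.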

In our analysis, the upregulation of Sema3d along with the Vegfc signaling from FBs to ECs at Wk-4 post-MI suggests that FBs may contribute to pro-angiogenic signaling aimed at supporting vascular repair and stabilization during the late phase of cardiac remodeling. However, we do not report any major transcriptional changes in ECs population during Wk-1 and Wk-4 post-MI.

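In endothelial-like nuclei 14 genes of angiogenic vessels had a median log2 ratio to Control of 1.23 [0.50, 1.96] at Wk-1 and 0.87 [-0.11, 1.81] at Wk-4, with 9 and 8 members higher and none lower. Members of this list also stood higher in cardiomyocyte-like nuclei, with medians of 1.23 and 1.14, and in macrophage-like nuclei, with 1.34 and 1.50. Plvap, a gene of fenestrated and activated endothelium, stood at 14.4, 65.9 and 64.8 CPM, 4.57 times [3.16, 6.77] and 4.49 times [3.15, 6.58] higher. The 11 capillary genes had medians of -1.11 [-1.77, -0.64] and -0.88 [-1.29, -0.52], with the fatty acid transporter gene Cd36 at 0.356 times [0.338, 0.375] and 0.485 times [0.466, 0.506] and the water channel gene Aqp1 at 0.268 times [0.234, 0.306] and 0.408 times [0.369, 0.451]. The capillary list had medians of -0.80 and -0.42 in cardiomyocyte-like, -0.66 and -0.58 in pericyte-like, -0.86 and 0.11 in fibroblast-like and -0.53 and 0.24 in macrophage-like nuclei, and over 5 genes -2.18 and -0.81 in mesothelial-like nuclei. Genes of endothelial activation had medians of 1.01 [-0.40, 5.78] and 0.72 [-0.04, 3.98], with Selp, a leukocyte adhesion gene, 55.0 times [23.3, 171] higher at Wk-1. Of the Wk-1 UMIs of Selp, 50.6% lay in 10 nuclei, and 82 of 1055 nuclei held one. Col18a1, a basement membrane collagen, was 66.1 times [34.5, 145] higher at Wk-1, the immediate early gene Egr1 stood at 0.107 times [0.0753, 0.148], and Itgbl1, an integrin-like matrix gene, was 34.1 times [22.4, 54.6] higher at Wk-4. Of the Wk-4 UMIs of Itgbl1, 31.1% lay in 10 nuclei, the gene stood at 2584 CPM in fibroblast-like nuclei of Wk-4, and fibroblast markers in endothelial-like nuclei had medians of 0.49 [-0.42, 3.56] and 1.41 [-0.22, 2.06]. The class also changed in its clusters, with cluster 0 at 70.4%, 56.6% and 48.5% of endothelial-like nuclei and cluster 22, of a median depth of 5809 UMIs, at 0.316%, 1.33% and 8.54%. The median over all genes of the class was 0.18 at Wk-1 and 0.11 at Wk-4, and cardiomyocyte markers in these nuclei had medians of -1.002 and -0.84.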

## Discussion

The complex pathophysiological response of the myocardium to ischemic injury involves a cascade of metabolic and structural changes, ultimately leading to CM death and irreversible tissue damage^19^. However, the endogenous regenerative capacity of the heart is limited, and therapeutic interventions to restore cardiac function remain a critical challenge^39,40^. Recent advancements in snRNA-seq have provided novel insights into the transcriptional profiles of various cardiac cell types following myocardial infarction^41^. These high-resolution analyses have shed light on the compositional, transcriptional, and functional alterations in CMs and other key cell populations, including FBs, ECs, and other resident cardiac cell types, during the pathological remodeling process^13,30,42–44^. 

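Endothelial-like nuclei made up 26.4% [25.2, 27.5] of Control and 16.9% [16.0, 17.9] of Wk-1 nuclei, a ratio of 0.641 [0.598, 0.687]. Endocardial-like nuclei made up 4.59% and 1.47%, a ratio of 0.321 [0.254, 0.406], and pericyte-like nuclei 10.8% and 3.99%, a ratio of 0.370 [0.321, 0.427]. Macrophage-like nuclei made up 9.58% [8.84, 10.4] of Control and 16.1% [15.2, 17.1] of Wk-1, 1.69 times [1.53, 1.86] higher. B cell-like nuclei were 3.25 times [2.22, 4.76] and T cell-like nuclei 1.84 times [1.13, 3.01] as frequent at Wk-1.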

The decrease in CMs, ECs, and EDCs at Wk-1 post-MI, contrasted with the proliferation of FBs and immune cells, highlights the immediate response to ischemic injury. The restoration of cellular proportions by Wk-4 underscores the adaptive response in the heart. These compositional shifts, coupled with the emergence of specific clusters within CMs, FBs, and ECs, point to a dynamic cellular landscape orchestrating repair and remodeling^4,45^. This study highlights significant transcriptional changes in CMs following myocardial infarction (MI), demonstrating a clear shift from a non-stressed state (CM-1) in control hearts to a stressed phenotype (CM-2 and CM-3) in post-MI conditions. These findings provide insight into the molecular mechanisms underlying CMs dysfunction, metabolic remodeling, and structural adaptation during the post-MI progression. 

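At Wk-4 endothelial-like nuclei made up 25.7% [24.4, 27.0] of nuclei, 0.975 times [0.913, 1.04] the Control share. Macrophage-like nuclei made up 8.13% [7.34, 8.97], 0.849 times [0.749, 0.963], and endocardial-like nuclei 3.27%, 0.713 times [0.585, 0.868] the Control share. Pericyte-like nuclei stayed lower at 2.64% [2.19, 3.16], 0.245 times [0.202, 0.297] the Control share. Lymphatic-like nuclei, at 3.92%, were 3.05 times [2.34, 3.98] and mesothelial-like nuclei 3.38 times [2.64, 4.33] as frequent as in Control. The Wk-4 library also held more nuclei of an unnamed cluster led by airway genes, at 1.05% against 0.0167% in Control, and of one led by cilia genes, at 0.761% against 0.0834%.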

In this study, we have used a single biological replicate for each sample; however, we used the external dataset published by other researchers in GEO with more biological replicates to confirm the similar expression pattern of the genes reported in this study (Supplementary Fig. 5).

A key observation is the loss of fatty acid beta-oxidation enrichment during Wk-1 post-MI, indicating a shift in CM metabolism after MI. This aligns with previous reports that ischemic stress forces CMs to increase glucose utilization at the expense of fatty acid oxidation^46–49^. 

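Genes of fatty acid oxidation stood lower in cardiomyocyte-like nuclei at Wk-1, with a median log2 ratio to Control of -0.79 [-1.16, -0.44] over 24 genes, 15 of them lower, and -0.36 [-0.55, -0.14] at Wk-4 with 6 lower. Their median at Wk-4 over Wk-1 was 0.39 [0.18, 0.76], above every random list, with 7 members higher. Hadha, a subunit of the trifunctional protein of beta-oxidation, stood at 339, 152 and 273 CPM, 0.449 times [0.416, 0.483] the Control level at Wk-1 and 0.806 times [0.758, 0.856] at Wk-4, and the fatty acid binding protein gene Fabp3 at 0.418 times [0.392, 0.446] and 0.750 times [0.712, 0.790]. The 18 genes of the citric acid cycle had medians of -0.61 [-0.78, -0.49] and -0.24 [-0.38, -0.04], and glycolysis genes -0.12 [-0.31, 0.28] and 0.17 [-0.30, 0.80]. Pfkp, a phosphofructokinase gene of glycolysis, was 3.40 times [3.01, 3.85] and 4.18 times [3.71, 4.72] higher, and Ldhb, a lactate dehydrogenase gene, stood at 0.507 times [0.470, 0.546] and 0.498 times [0.462, 0.536]. In endothelial-like nuclei the median of the fatty acid oxidation genes was -1.28 at Wk-1 and -1.10 at Wk-4.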

The observed downregulation of mitochondrial complex proteins and oxidative phosphorylation (OxPhos) pathways at Wk-1 further supports this metabolic switch. However, the partial recovery of OxPhos pathways at Wk-4 suggests an adaptive response, where the mitochondrial function is restored as the heart stabilizes^50^. This metabolic plasticity may be an adaptive response aimed at optimizing energy efficiency in the ischemic heart, but prolonged dysregulation could contribute to contractile dysfunction^51^. The upregulation of hypertrophic markers Myh7 and Nppb at both Wk-1 and Wk-4, coupled with the downregulation of Myh6, indicates that surviving CMs undergo hypertrophy to compensate for lost contractile function. This hypertrophic response, while initially protective, may contribute to long-term pathological remodeling and heart failure progression. 

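Mylk4 (chromosome 13, 32700834 to 32783954), which encodes a myosin light chain kinase, stood at 576 CPM in cardiomyocyte-like nuclei of Control, 116 at Wk-1 and 325 at Wk-4. Its ratio to Control was 0.202 [0.186, 0.219] at Wk-1 and 0.564 [0.535, 0.594] at Wk-4, and its Wk-4 level was 2.79 times [2.57, 3.04] that of Wk-1. In empty droplets Mylk4 made up 100.25, 19.8 and 46.4 CPM.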

The significant downregulation of Mylk4, a key regulator of myosin light chain phosphorylation, suggests impaired contractility in post-MI CMs^52,53^. The concurrent upregulation of Ankrd1, a gene involved in sarcomere assembly and mechano-sensing, further indicates structural stress and maladaptive remodeling^53–55^. However, a further increase in the expression of Ankrd1 in CMs at WK-4 suggests that CMs remain in a pathological state, potentially contributing to ongoing contractile dysfunction in the infarcted heart^56,57^. 

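Ankrd1 stood at 209.7 CPM in cardiomyocyte-like nuclei of Control, 2110.4 at Wk-1 and 2636 at Wk-4, so that its Wk-4 level was 1.25 times [1.22, 1.28] that of Wk-1. In empty droplets it made up 403, 1783 and 2043 CPM.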

The observed changes highlight the complexity of CM adaptation post-MI, balancing energy metabolism shifts, and contractile dysfunction. While the partial recovery of mitochondrial metabolism suggests compensatory response, the persistent hypertrophy and fibrosis-related changes indicate ongoing stress in the surviving CMs. Future therapeutic strategies should consider targeting metabolic pathways to enhance mitochondrial function, mitigating excessive fibrosis, and improving contractile recovery to prevent progression of long-term heart failure.

The observed transcriptional changes in FBs post-MI highlight their essential role in ECM remodeling and fibrosis. The early upregulation of collagen-related genes (Col1a1, Col3a1, Col5a2) at Wk-1 suggests an acute fibrotic response, necessary for stabilizing the infarcted tissue. The expression patterns of Postn and Tgfb3 align with previous studies that identify these factors as key drivers of FB activation and myofibroblast differentiation post-MI^58^. TGF-beta signaling, particularly through Tgfb3, is a major regulator of fibrosis, and its upregulation at Wk-1 suggests a pro-fibrotic environment that may transition into a remodeling phase by Wk-4. Interestingly, the decline in FB-associated ECM genes by Wk-4 suggests a resolution phase where fibrosis stabilizes. The increased expression of Fn1 at Wk-1, followed by a decrease at Wk-4, further suggests dynamic remodeling in the infarcted heart as endogenous cardiac repair The GO enrichment analysis and corresponding gene expression data provide important insights into the dynamic roles of FBs during post-MI remodeling. At Wk-1 post-MI, FBs exhibited strong enrichment for biological processes related to collagen fibril organization, ECM assembly, and cell-substrate junction assembly, consistent with their well-established role in fibrotic scar formation and tissue stabilization in the early phase of injury. In Wk-4, the GO terms enriched in FBs shifted toward myofibroblast differentiation, chondrogenic regulation, and tissue morphogenesis, suggesting a transition from matrix deposition to a more specialized, differentiation-oriented phenotype. The increased expression of ECM proteins at Wk-1 post-MI followed by the overexpression of bone/cartilage genes at Wk-4 has previously been reported in FBs^59^. Further our cell-cell communication analysis reveals increased Tgfb3 and Postn signaling at Wk-1 and Bmp6 signaling at Wk-4 post-MI in FBs. This biphasic transcriptional pattern highlights how FBs initially contribute to ECM deposition and wound closure and subsequently adopt diverse phenotypes that may support vascular maturation, immune modulation, or mechanical reinforcement of the healing myocardium. These findings underscore the temporal complexity of FB function post-MI and suggest that targeting specific FB states or transitions may offer therapeutic opportunities to balance scar formation with functional tissue regeneration. Additionally, the cardiomyocyte associated genes expressed in fibroblasts may play an important role in facilitating the survival process after MI^60^.

Following the characterization of CMs and FBs specific transcriptomic alterations post-MI, we extended our investigation to explore the crucial intercellular communication between FBs and CMs. Given the well-established role of FB-CM crosstalk in post-infarction remodeling, we used cell-cell communication analysis to elucidate the key molecular dialogues involved in this FB-CM crosstalk. Our findings suggest an upregulation of critical growth factor signaling pathways, including Igf-1/Ifg1r, Ptn/Ncl, and Fgf2/Fgfr2, within CMs following myocardial infarction. The activation of these pathways is highly significant to cellular survival and metabolic adaptation during ischemic stress. Igf1/Ifg1r signaling is a potent pro-survival pathway in CMs^61^. Its activation, often via PI3K/Akt and MAPK pathways, helps counteract apoptotic signals triggered by ischemia/reperfusion injury^62^. This is crucial in the acute phase to salvage viable myocardium. IGF-1 signaling, like insulin signaling, promotes glucose uptake (e.g., via Glut4 translocation) and glycolysis^63^. This can be beneficial particularly when oxidative phosphorylation might be impaired due to hypoxia which was significantly suppressed during post-MI Wk-1. While the enriched pathways we identified are consistent with previously reported pro-survival and metabolic adaptation mechanisms in CMs post-MI, confirming these relationships will require functional assays or multimodal validation Similarly, Fgf2/Fgfr2 signaling plays a critical role in cardio-protection and is a powerful inducer of angiogenesis in the ischemic heart^64,65^. Additionally, Fgf2 signaling can activate intracellular pathways that directly preserve mitochondrial integrity and reduce oxidative damage^66,67^. Ptn/Ncl signaling, although not studied in cardiac ischemic stress, studies suggest its role in heart development and promoting angiogenesis^68,69^. Further, the cell communication from FBs to ECs suggests that FBs may adopt a pro-angiogenic role during the late phase of cardiac remodeling through Sema3d and Vegfc signaling, potentially contributing to vascular stabilization. These signaling pathways could be of novel interest for studying cardiac repair after ischemic stress. While our cell–cell communication analysis highlights potential signaling pathways involved in post-MI remodeling, these findings are based on predictive ligand–receptor modeling and lack direct experimental validation. Therefore, interpretations such as “pro-survival” or “stress-adaptive” signaling observed here should be considered hypothesis-generating rather than conclusive, as it requires functional confirmation through protein-level or perturbation-based studies.

This study provides a comprehensive transcriptomic analysis of the post-MI heart, revealing cell-type-specific transcriptional shifts and intercellular signaling changes that correlate with the processes of cardiac remodeling. The observed CMs transcriptional changes, characterized by metabolic shifts from fatty acid oxidation to glycolysis, and hypertrophic responses underscore the complexity of myocardial adaptation to ischemic stress. Furthermore, FBs demonstrated temporally regulated transcriptional programs during post-MI remodeling, transitioning from a fibrotic, matrix-producing phenotype in the early phase to a more specialized, differentiation-associated state in the later phase. This phenotypic plasticity underscores the multifaceted roles of fibroblasts, including scar formation, support of vascular recovery, and enhanced expression of cardiomyocyte-associated genes that becomes more prominent during the later phase. The cell-cell communication analysis further highlights the evolving interplay between FBs, and CMs, particularly the activation of Igf1-Igf1r, and Fgf2-Fgfr2 suggesting the FBs-driven survival and stress adaptation of CMs. Together, these findings emphasize the need for therapeutic strategies aimed at modulating metabolic pathways, limiting excessive fibrosis, and enhancing vascular recovery to improve post-MI cardiac function and long-term outcomes. Future studies should focus on targeting key molecular regulators identified in this study to develop interventions that can optimize cardiac repair while preventing adverse remodeling and heart failure progression.

### Limitations

While this study provides detailed insights into the transcriptional and signaling changes occurring during the Wk-1 and Wk-4 post-MI, it does not include earlier time points immediately following infarction, when extensive cardiomyocyte death and acute inflammation dominate. These early stages are known to exhibit high transcriptional heterogeneity and intense intercellular communication among immune, endothelial, and stromal cells, which likely shape the downstream remodeling responses observed at Wk-1 and Wk-4. Consequently, our analysis primarily reflects the later adaptive phases of remodeling. Future studies incorporating earlier post-injury intervals will be essential to capture the full temporal trajectory of molecular and cellular events driving myocardial repair. Furthermore, while snRNA-seq provides valuable insights into the transcriptional landscape of the infarcted heart, several methodological constraints are important to consider. The nuclear transcriptome represents only a subset of total cellular RNA and is biased toward un-spliced or nascent transcripts, which can reduce detection sensitivity compared to whole-cell RNA-seq. Consequently, low-abundance or cytoplasmic mRNAs, particularly those encoding metabolic or contractile proteins, may be underrepresented, leading to dropout effects and limited detection of subtle transcriptional shifts. Additionally, nuclear RNA abundance does not always correlate with cytoplasmic mRNA or protein levels due to post-transcriptional and translational regulation. Despite these technical limitations, snRNA-seq remains highly advantageous for profiling preserved nuclei from fibrotic or necrotic myocardial tissue, where intact cells are difficult to isolate, allowing robust characterization of cell-type-specific responses during cardiac remodeling.

Furthermore, this study utilized a single biological replicate per condition, which limits the ability to capture inter-animal variability and to make broad population-level inferences. To partially mitigate this constraint, we focused on robust, cell-type-resolved transcriptional signals reproducible across large numbers of nuclei and applied conservative differential-expression thresholds. Major observations, including cardiomyocyte metabolic alterations, fibroblast activation states, and key ligand–receptor interactions, were further supported by concordant patterns in independent publicly available datasets. Nevertheless, future studies incorporating larger biological cohorts will be necessary to fully validate and extend these findings.

## Methods

### Ethical statement

All the animal procedures were performed in accordance with ARRIVE guidelines 2.0 and with the approval of the Institutional Animal Care and Use Committee of The Ohio State University and conformed to the Guide for the Care and Use of Laboratory Animals, published by the National Institutes of Health^70^.

### Induction of myocardial Infarction

Myocardial infarction (MI) was induced under anaesthesia (2% isoflurane) in 8–9-week-old male C57BL/6J wild-type mice (The Jackson Laboratory, USA) by permanent ligation of the left anterior descending (LAD) coronary artery, as previously described^71–73^. Briefly, the chest cavity was opened with a small incision at the third or fourth intercostal space. The heart was exposed, and the LAD was identified and permanently ligated 1–2 mm below the left auricle using a 7–0 polypropylene suture. Successful occlusion was confirmed by pallor of the anterior left ventricular wall. The chest cavity was closed with 7–0 vicryl sutures, and the skin was sutured with 6–0 polypropylene sutures.

### Assessment of cardiac function via ECG and M-mode echocardiography

Mice were anaesthetized using isoflurane (1.5%) and were placed in a supine position on a heated surgical table. The mice were connected to three electrodes: one on the left foreleg, one on the right foreleg, and one on the right hind leg. The ECG signals were recorded on a PowerLabSupport software using the ECG Analysis Module (ADInstruments, USA). The readings were taken before the surgery, 5–10 min after the surgery, and on the Wk-1 and Wk-4 after the surgery. RR interval, P wave duration, PR interval, QRS, JT and QT durations were recorded. Further, to assess the cardiac function via echocardiography the mice were anaesthetized as described before and transthoracic M-mode echocardiography measurements were conducted at baseline and at Wk-1 & Wk-4 post-MI using a Vivo F2 ultrasound imaging system (Fujifilm visualsonics, USA). Heart size and shape were calculated using the M-mode and two-dimensional long-axis image plane of the LV. Measurements were averaged from 5 cardiac cycles. The data were used to estimate the percentage LV ejection fraction (EF) & fractional shortening (FS), Left ventricular internal dimension at end-systole (LVIDs), Left ventricular internal dimension at end-diastole (LVIDd), Cardiac output (CO), Stroke volume (SV), End systolic volume (ESV) and End diastolic volume (ESV).

### Assessment of cardiac fibrosis via Masson’s Trichrome (MT) staining

Masson-trichrome immunohistochemical staining was performed to assess the extent of cardiac fibrosis in all the groups (Control, WK-1 and WK-4 post MI; *n* = 3/group). After measurement of hemodynamic function, the animals were deeply anesthetized with 5% isoflurane and when no longer responsive to a firm toe pinch, the chest is rapidly opened and the great vessels were cut to remove the heart, resulting in exsanguination and euthanasia of the animals. Isolated hearts were then washed with ice-cold phosphate buffered saline and fixed in 4% paraformaldehyde. Paraformaldehyde-fixed samples were embedded in OCT and cut into 6μm sections for MT staining for detection of fibrosis extension. The tissue slides were visualized using EVOS M7000. 

### Single-nuclei RNA sequencing, data processing and quality control

The mice were euthanized as discussed above, and the atria were removed from the mice hearts immediately after harvesting, and only the left ventricular tissue was isolated from a single biological replicate of control and post-MI (Wk-1 & Wk-4) and used for nuclei isolation, library preparation, and sequencing. The single-nucleus suspension was processed using the 10x Genomics Chromium platform for droplet-based encapsulation and barcoding. Library preparation was performed using the Chromium Single Cell 3’ Reagent Kit (Next GEM v3.1). The generated libraries were sequenced with ~ 200 million PE150 reads per sample on Illumina NovaSeq. The sequencing reads were analyzed with the mouse reference genome mm10 using Cell Ranger v7.1.0 (Singulomics, USA).

Low-quality nuclei, defined as those with < 500 and > 5000 number of detected genes or > 10% mitochondrial transcripts, were filtered out to remove ambient RNA contamination using Seurat (v5.0.2)^74^. The total nuclei after filtering were 5884 for Control, 5946 for Wk-1, and 4212 for Wk-4. The average number of UMI counts obtained for Control, Wk-1 and Wk-4 samples were 2742.5, 3078.8, and 3902.8, respectively. Doublets were identified and removed using scDbFinder (v1.18.0), and batch effects were corrected using Harmony (v1.2.3)^75,76^.

### Clustering, cell annotation and differential gene expression analysis

Following quality control, normalized gene expression data were processed using the Seurat pipeline. Feature selection was performed to identify highly variable genes, and principal component analysis (PCA) was conducted to reduce dimensionality. The top 20 principal components (PCs) were selected based on ElbowPlot, followed by Uniform Manifold Approximation and Projection (UMAP) for visualization of nuclei clustering. Unsupervised clustering was performed using Shared Nearest Neighbor (SNN) modularity optimization, with a resolution of 0.1–0.9, to identify distinct cellular populations. Cluster resolution of 0.9 was used to fully resolve the subclusters. The cell-type annotation was performed using the Tabula Muris Senis dataset as a reference. The TabulaMurisenisData package in R was used to assign preliminary cell identities based on transcriptomic profiles^77^. To further refine annotations, canonical marker gene expression was examined across clusters, ensuring accurate classification of cells. Any ambiguous clusters were manually inspected and reassigned based on differential gene expression and known cardiac cell markers. Differential gene expression analysis was performed using the FindMarkers function in Seurat with a Wilcoxon rank-sum test, applying an adjusted p-value threshold of < 0.05. Pseudotime analysis on the FB cell cluster was performed using the monocle3 (v1.4.26) package in R.

### Cell–cell communication analysis

Cell–cell communication was analyzed using the CellChat R package (v2.1.2), which allows for the identification of signaling pathways between cellular populations based on their gene expression^78^. The normalized and clustered gene expression matrix from *Seurat* was converted into a *CellChat* object using *createCellChat* function, which was used as input for downstream analysis. Gene expression profiles were mapped to signaling ligand-receptor pairs derived from *CellChatDB* databases. Ligand-receptor interactions for each cell type within the dataset were modelled and the probability of communication between clusters based on the expression of ligands, receptors, and signaling pathway activity were computed using the *computeCommunProb* function. The communications were filtered for a minimum 30 cells per group using the ‘*min.cells’* parameter. The resulting communication networks were visualized using various CellChat-specific plotting functions.

### Functional annotation and gene set enrichment analysis

Functional annotation of the genes for gene ontology (GO) terms was performed using the enrichGO function of clusterProfiler package (v4.12.6) in R^79^. The enrichment plot were generated using enrichplot (v1.24.4) package^80^. The geneset enrichment analysis (GSEA) of differentially expressed genes was performed using GSEA software (v4.3.3)^81^.

### Statistical analysis

All the statistical analyses for snRNA-seq data were performed using R and Python-based bioinformatics pipelines. The quality control, normalization, and clustering were conducted using Seurat. Batch effects across samples and tissues was corrected using Harmony (v1.2.3), and differentially expressed genes (DEGs) were identified using the Wilcoxon rank-sum test. P-values were adjusted using the Bonferroni correction method. Gene expression differences for selected genes between the sample groups were assessed using the Kruskal-Wallis test, and the resulting p-values were adjusted for multiple comparisons using the Benjamini-Hochberg (BH) method to control the false discovery rate (FDR). An adjusted p-value (FDR) of < 0.05 was considered to indicate statistical significance. For functional characterization of MI, all tests were performed using one-way ANOVA followed by Tukey’s post hoc test for multiple comparisons on Graphpad Prism software (v10). All statistical tests were two-tailed, and p-values < 0.05 was considered statistically significant.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The raw and processed files for snRNASeq data were made available via NCBI GEO database using the accession number **GSE302892**. The reviewer’s access code for snRNASeq data is **shgloyksjlyznif**. The other data used in this study can be made available upon considerable request.

## Abbreviations

ANOVA: Analysis of Variance
CMs: Cardiomyocytes
CO: Cardiac output
DEGs: Differentially Expressed Genes
ECG: Electrocardiography
Echo: Echocardiography
ECs: Endothelial Cells
EDCs: Endocardial Cells
EDV: End diastolic volume
EF: Ejection Fraction
ESV: End systolic volume
FBs: Cardiac Fibroblasts
FS: Fractional Shortening
GO: Gene Ontology
GSEA: Geneset Enrichment Analysis
LAD: Left Anterior Descending artery
LV: Left Ventricle
LVIDd: Left ventricular internal dimension at end-diastole
LVIDs: Left ventricular internal dimension at end-systole
MI: Myocardial Infarction
MSE: Mean Squared Error
MT: Masson’s Trichrome
OxPhos: Oxidative Phosphorylation
PCA: Principal Component Analysis
PCs: Principal Components
scRNA-seq: Single-cellRNA sequencing
SNN: Shared Nearest Neighbor
snRNA-seq: Single-nuclei RNA sequencing
SV: Stroke volume
UMAP: Uniform Manifold Approximation and Projection
Wk-1: Week 1
Wk-4: Week 4

# Supplementary material for: Transcriptional remodeling of cardiomyocytes and fibroblasts during post-myocardial infarction recovery
**Source:** Sci Rep. 2026 Mar 4;16:12120. doi: 10.1038/s41598-026-41631-y
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Material-1 (Supplementary Figures)**

**Supplementary Fig. 1**

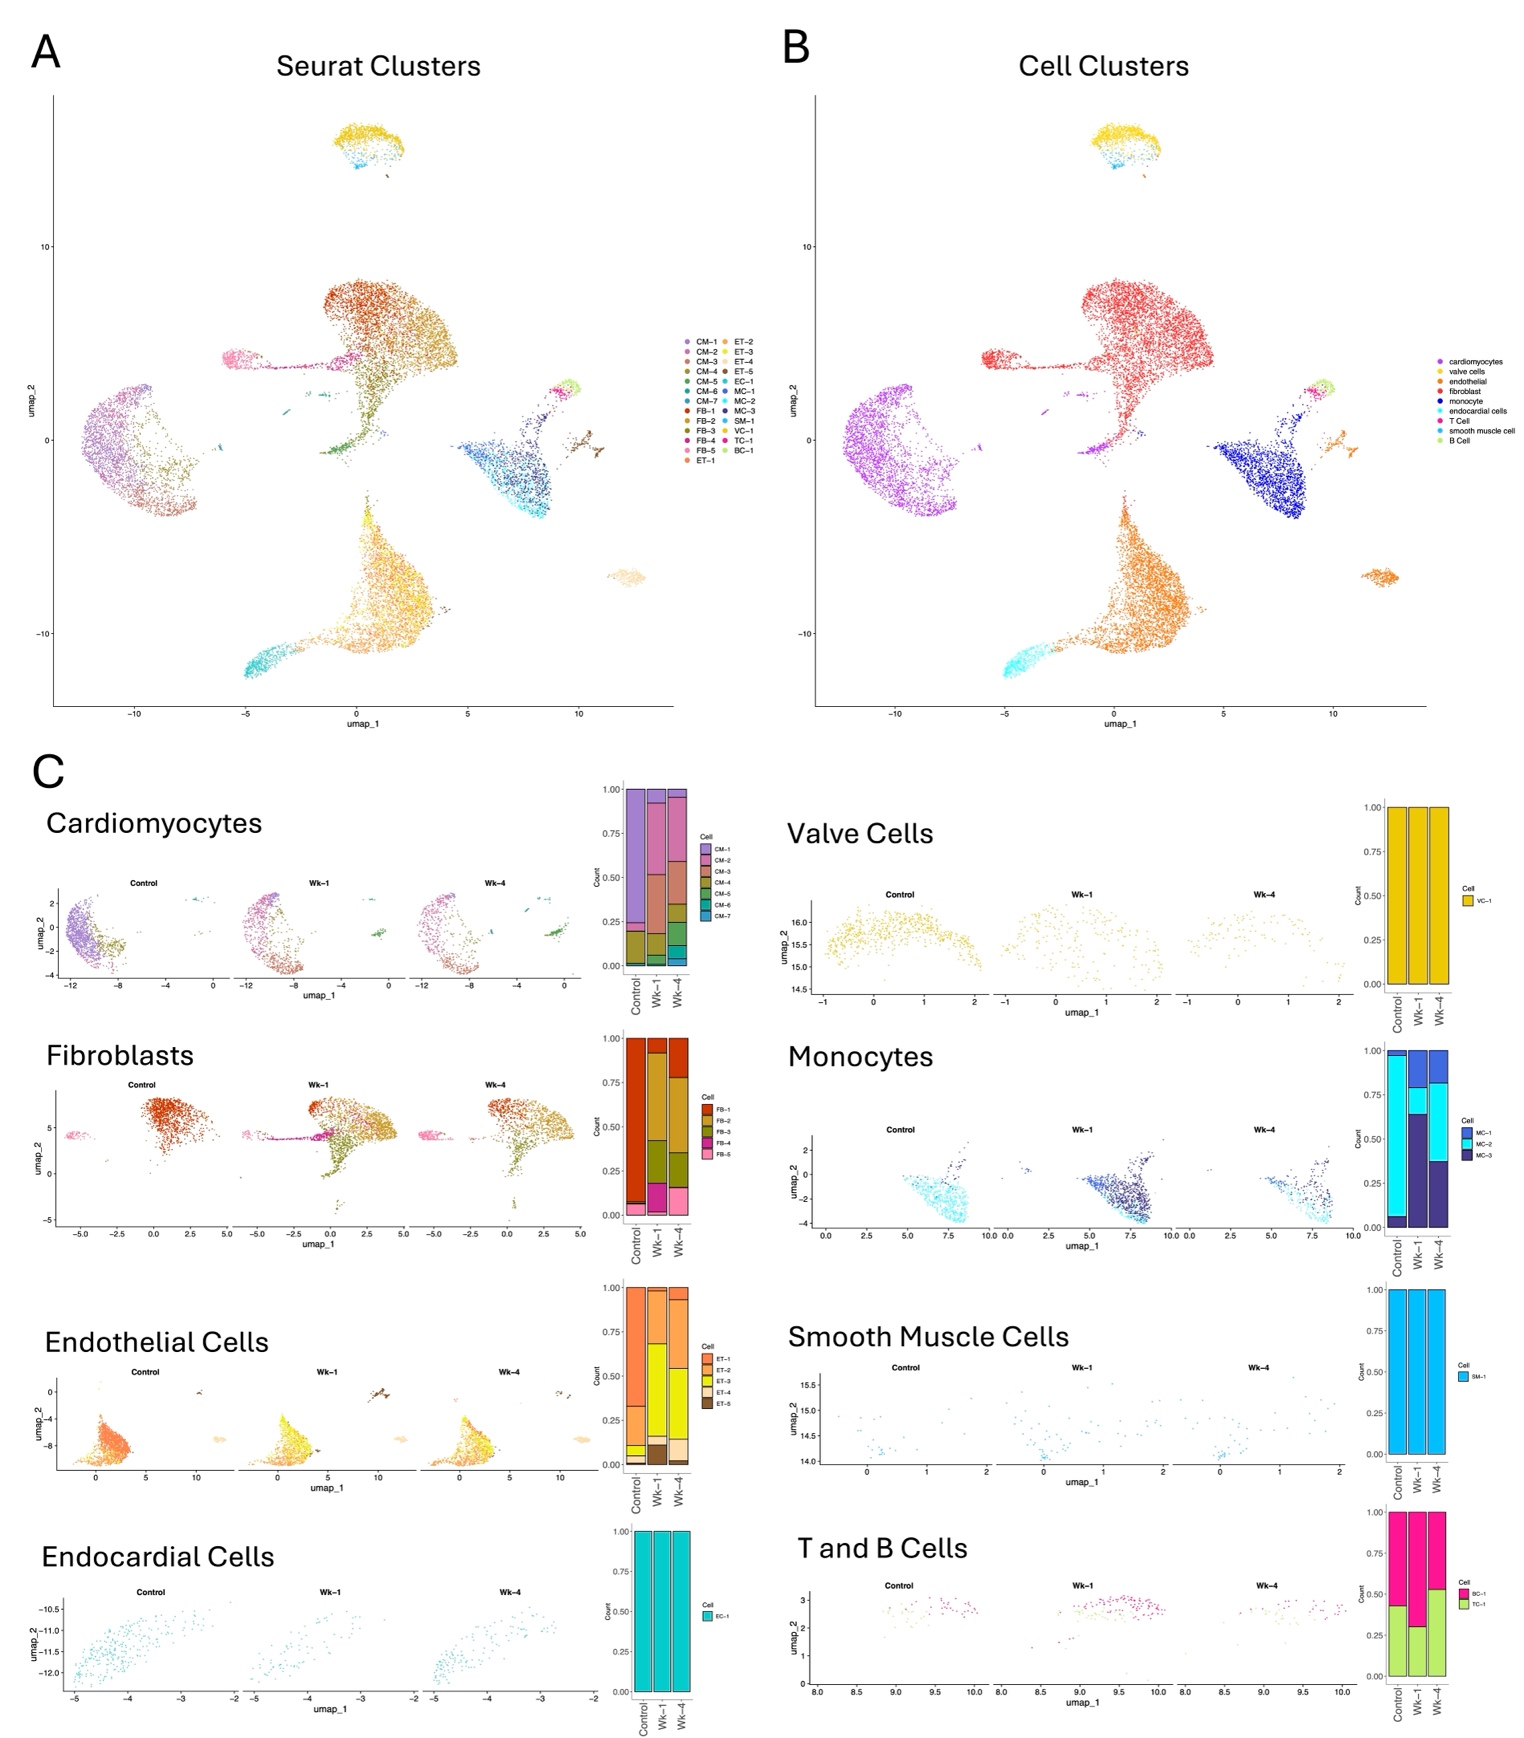

**Supplementary Figure 1: Cluster Heterogeneity: A)** UMAP representation demonstrating total 25 clusters that were identified after clustering analysis and **B)** nine annotated cell clusters. **C)** The distribution of clusters across samples for each cell type showing the change the cluster heterogeneity during post-MI.

**Supplementary Fig. 2**

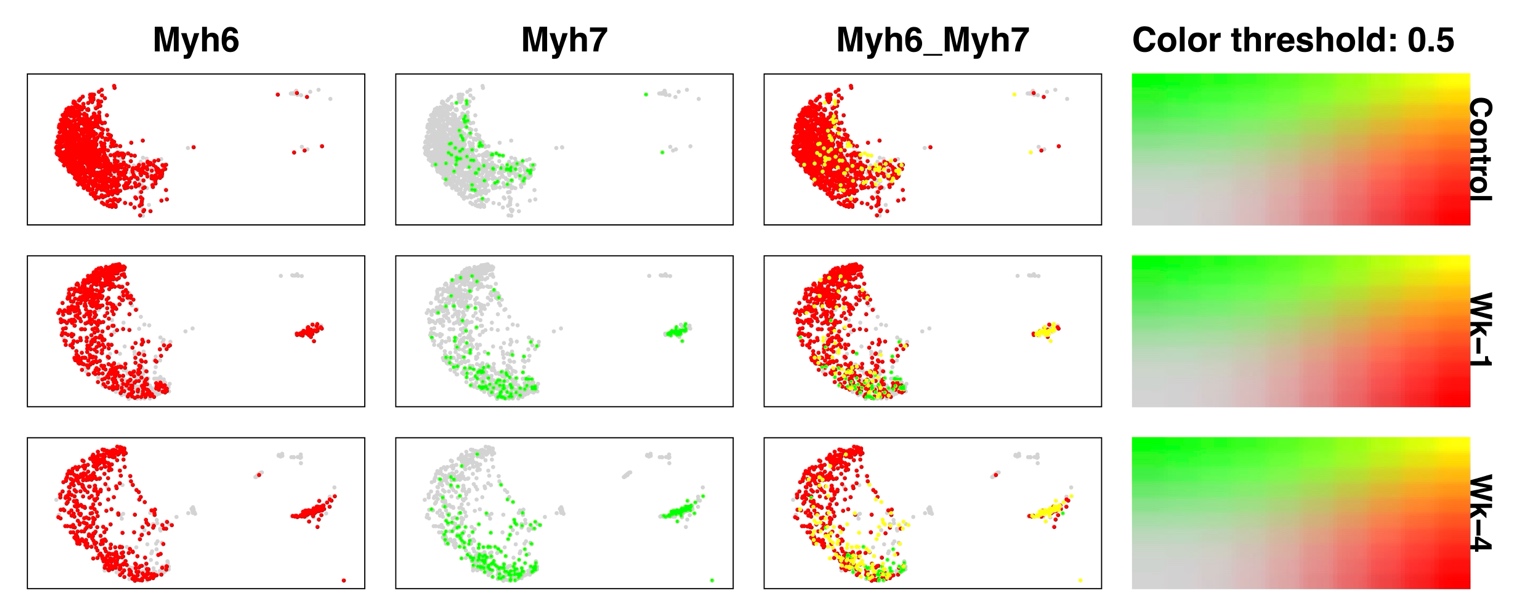

**Supplementary Figure 2: Feature plot of Myh6 & 7.** The feature plot showing the expression of Myh6 (Red) and Myh7 (Green) in CM cluster. In the merged panel more green cells are observed in Wk-1 and Wk-4, suggesting increased expression of Myh7 in a subpopulation of CMs.

**Supplementary Fig. 3**

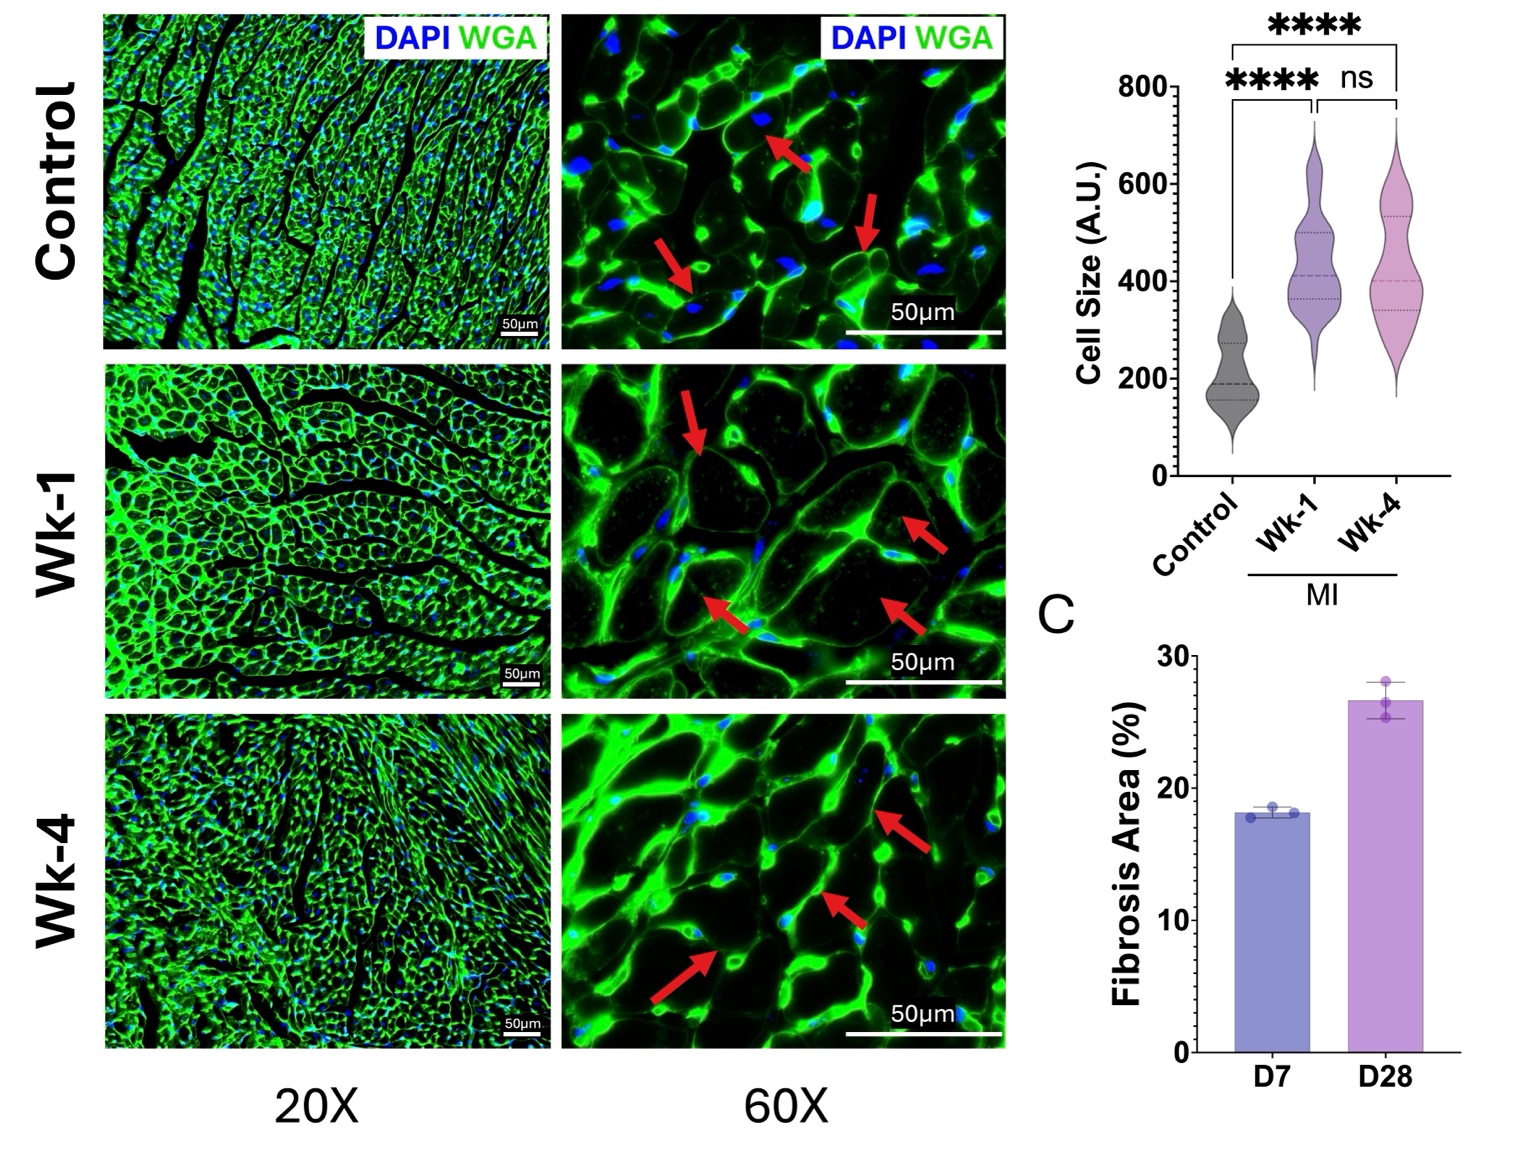

**Supplementary Figure 3: WGA staining. A)** WGA staining of heart section showing the increased cell size (at 20X and 60X) post-MI Wk-1 and Wk-4 as indicated by arrows. **B)** Individual cardiomyocyte size was assessed using ImageJ (National Institutes of Health). Mean cardiomyocyte cross-section area (um2) in peri-infarct region was evaluated by measuring 50 cells per heart. n = 3 per group; values are shown as mean +_SEM. **C)** The quantification of area of infarction measured from MT staining, n=3 per group. ****p<0.0001; Blue, DAPI (nuclei); Green, Alexa Fluor 488 (WGA)

**Supplementary Fig. 4**

**
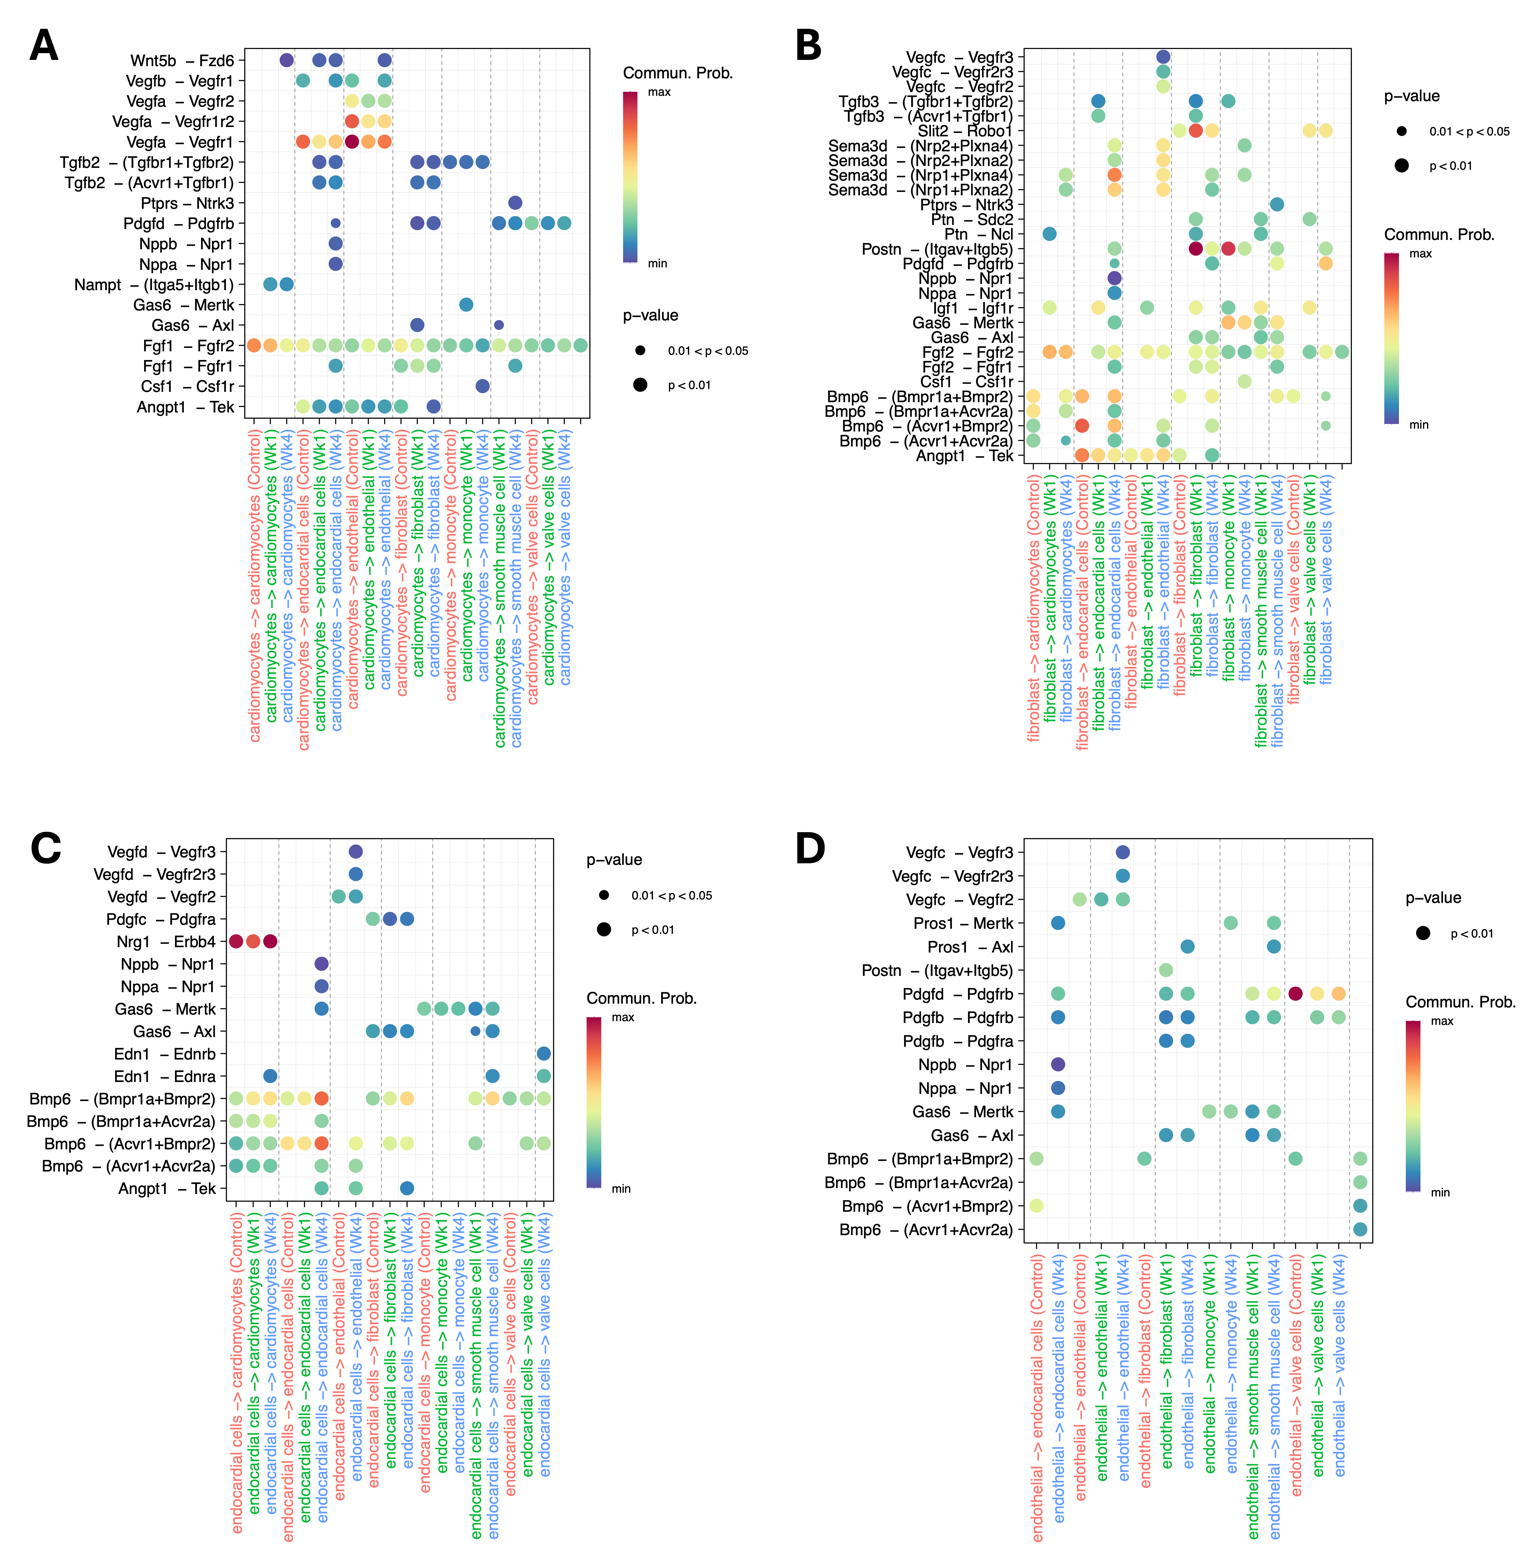
**

**Supplementary Figure 4: Alteration of signaling pathways involved in inter-cell communications.** The figure demonstrates the change in outgoing signaling for four cell types: **A)** Cardiomyocytes, **B)** Fibroblasts, **C)** Endothelial cells, and **D)** Endocardial cells. The singling probability is calculated for each of these four cells to all other cells across samples.

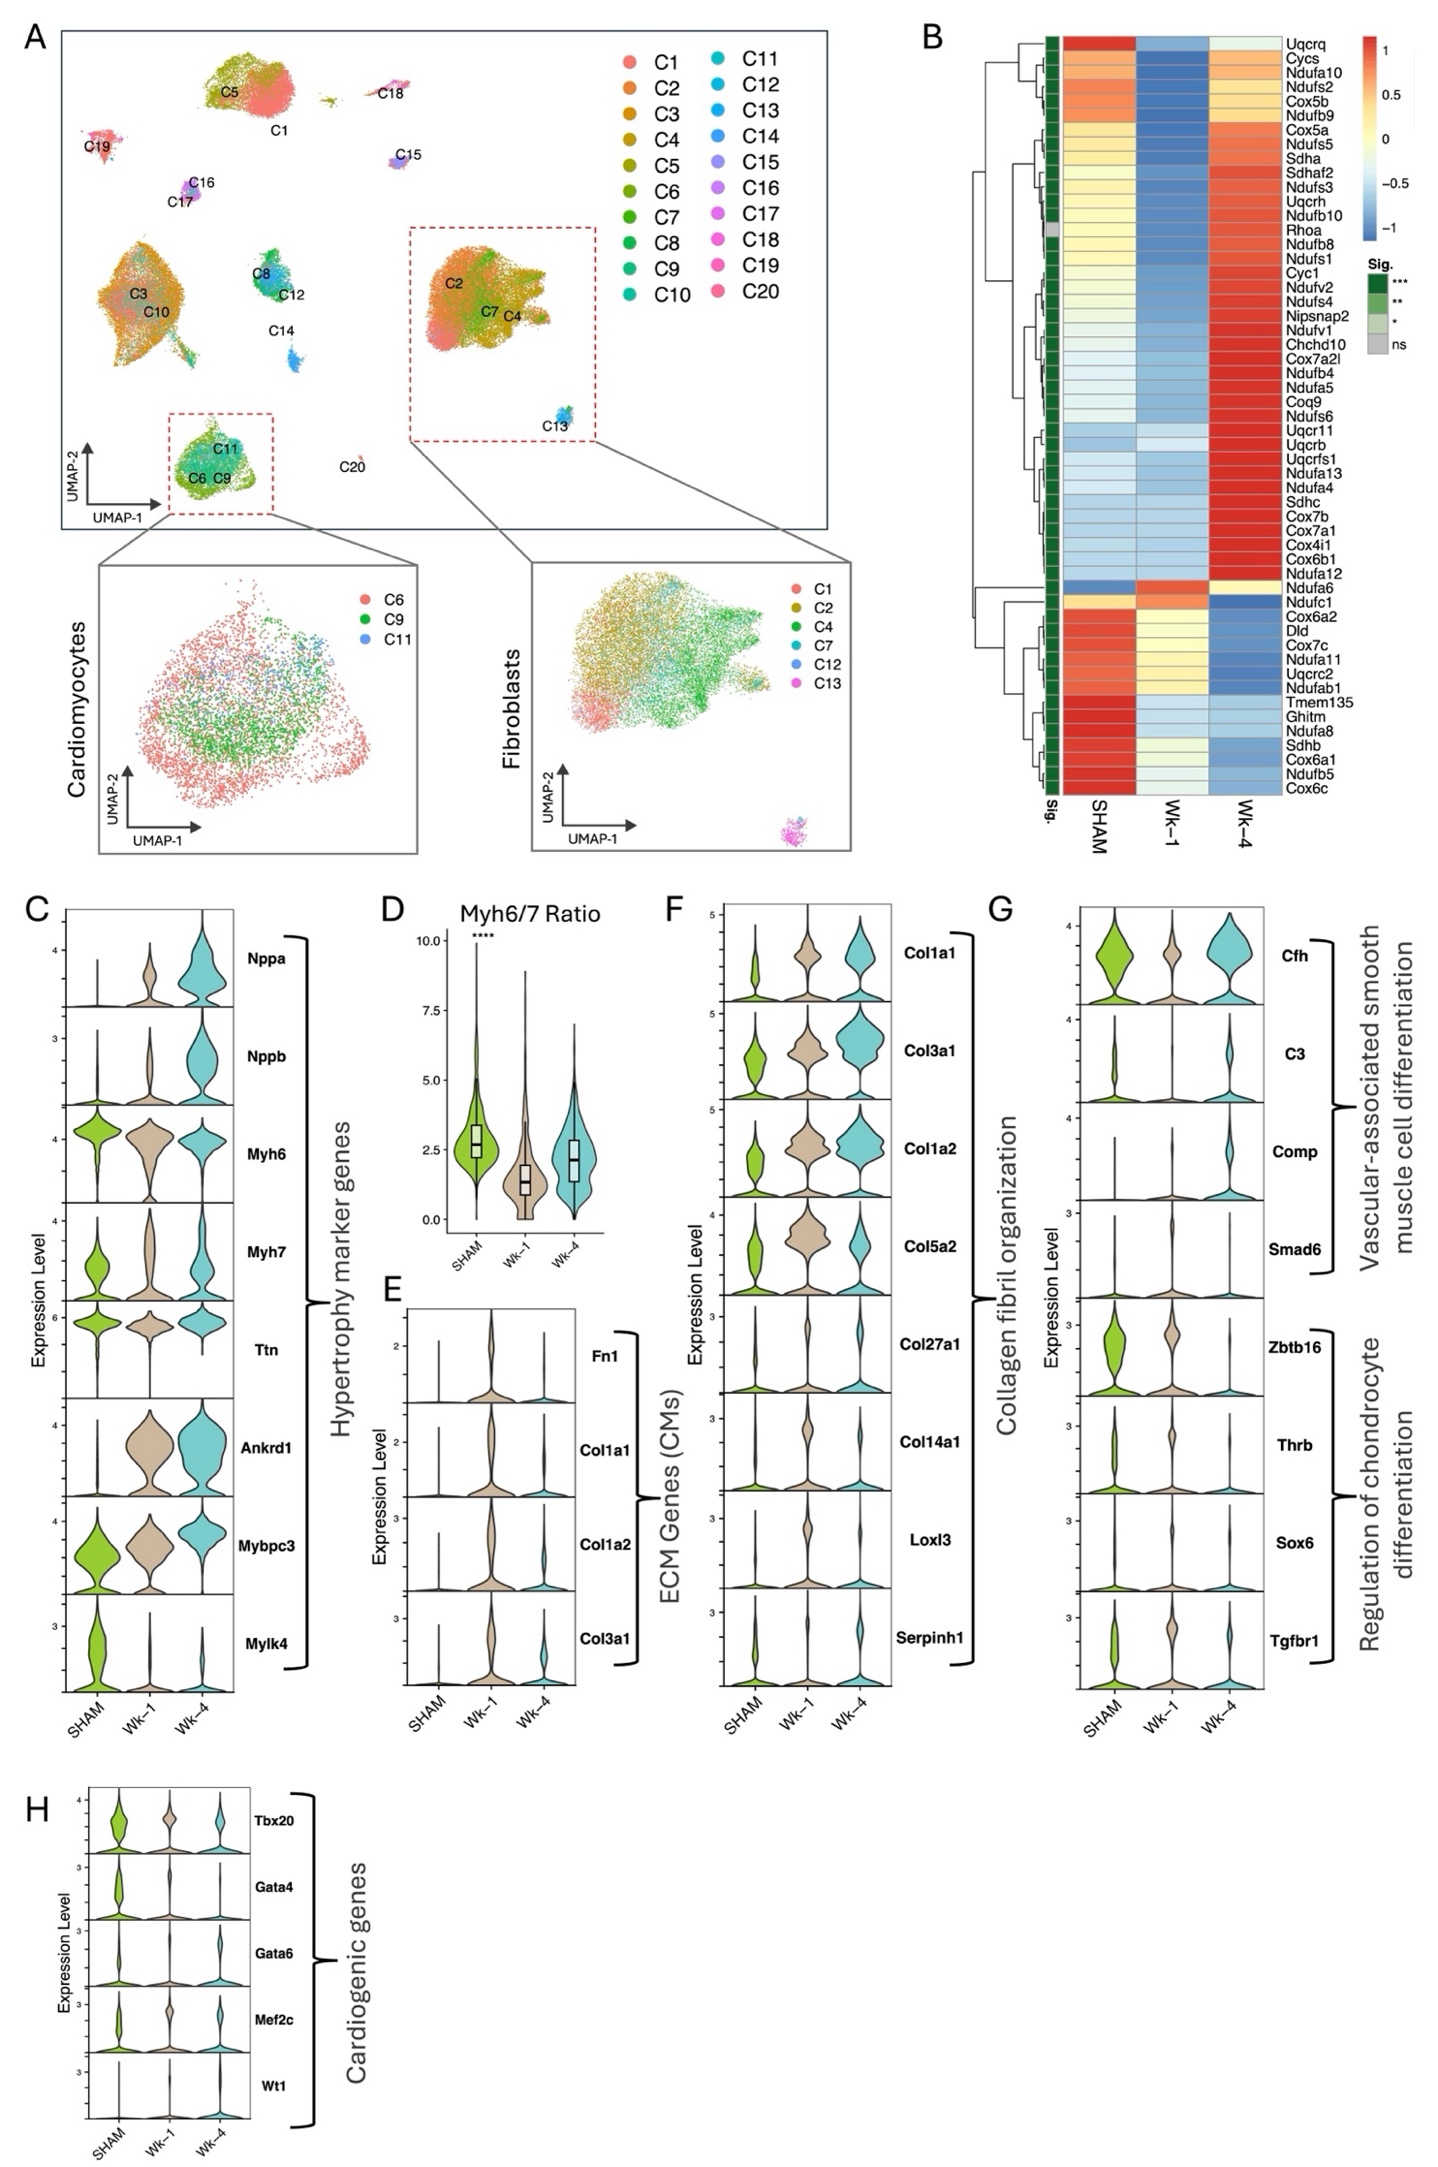

**Supplementary Figure 5**: **snRNA Seq analysis of external datasets.** **A)** UMAP demonstrating the cardiomyocytes and fibroblast clusters. B) Heatmap showing the change in Oxphos genes in cardiomyocytes. **C)** Violin plot showing the expression of hypertrophic genes. **D)** Myh6/7 expression ratio in CMs. **E)** Expression of ECM genes in CMs. **F-G)** The expression of collagen fibril organization (Col1a1, Col3a1, Col1a2, Col5a2, Col27a1, Col14a1), ECM regulation (Loxl3, Serpinh1), vascular-associated smooth muscle cell differentiation (Cfh, C3, Comp, Smad6), and genes involved in regulation of chondrocyte differentiation (Zbtb16, Thrb, Sox6, Tgfrb1) in FBs.

# Supplementary material for: Transcriptional remodeling of cardiomyocytes and fibroblasts during post-myocardial infarction recovery
**Source:** Sci Rep. 2026 Mar 4;16:12120. doi: 10.1038/s41598-026-41631-y
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary Material-2 (Methodology)**

1. **Methodology for Wheat germ agglutinin (WGA) staining.**

To measure the cardiomyocyte area, mouse heart sections were stained with WGA (Alexa Fluor 488, Invitrogen, USA) and DAPI (Invitrogen, USA). Fluorescent signals were observed and recorded at 20X and 60X using EVOS M7000 (Invitrogen, USA). 10 fields were chosen at random for measuring cardiomyocyte cross-section area (CSA) at 20X through Celleste Image Analysis Software.

1. **Methodology for snRNA-seq Validation Data Processing and Analysis**

**Data Acquisition and Initial Processing**

Raw count matrices from publicly available datasets (GSE214611 for D0 and Wk1 samples, and GSE193290 for the Wk4 sample) were imported into the R environment. Data from individual samples were loaded using the Read10X function and converted into independent Seurat objects using the CreateSeuratObject function. Samples were assigned project identifiers ("SHAM", "Wk1", or "Wk4") for subsequent metadata tracking.

**Quality Control and Filtering**

Quality control (QC) metrics were calculated for each dataset. The percentage of mitochondrial genes was determined using the PercentageFeatureSet function with a "^mt-" pattern to identify mouse mitochondrial transcripts. VlnPlots were generated to visualize key metrics: the number of unique features (nFeature_RNA), the total number of counts per cell (nCount_RNA), and the percentage of mitochondrial reads (percent.mt).

Cells were filtered based on these metrics to remove low-quality cells and potential doublets. The following thresholds were applied uniformly across all samples:

- nCount_RNA < 20,000
- nFeature_RNA > 500 and < 4,000
- percent.mt < 10%

These thresholds ensure the retention of high-quality, viable nuclei for downstream analysis.

**Doublet Detection and Removal**

Putative doublets (two or more nuclei mistakenly captured as a single event) were predicted and removed from each filtered dataset. This was achieved using the scDblFinder package, through custom functions findDoublets and subsetting the data to retain only cells classified as "singlet" by the algorithm.

**Data Integration and Normalization**

Following QC and doublet removal, all individual sample objects were merged into a single integrated Seurat object using the merge function. Distinct cell IDs were added to identify the origin of each cell. The merged data underwent standard normalization using the "LogNormalize" method with a scale factor of 10,000. Subsequently, the top 2,000 most variable features were identified using the "vst" selection method via the FindVariableFeatures function. The data was scaled using the ScaleData function, and principal component analysis (PCA) was performed to reduce dimensionality using the RunPCA function.

To address potential batch effects arising from combining datasets generated at different times or from different sources, we employed batch correction using Harmony. The RunHarmony function was utilized, specifying 'orig.ident' as the variable for grouping samples during integration to align the data effectively.

**Clustering and Dimensionality Reduction**

Uniform Manifold Approximation and Projection (UMAP) was used for non-linear dimensionality reduction and visualization of the data. Initial UMAP visualization before and after Harmony integration confirmed the effectiveness of batch correction. Cell clustering was performed on the Harmony-corrected embeddings. The FindNeighbors function identified cell neighborhoods based on the top 30 dimensions, followed by the FindClusters function using a range of resolutions (0.1 to 1). A resolution of 0.3 was selected for final cluster assignment, which was then assigned to the 'seurat_clusters' metadata field.

**Cell Type Annotation**

Following data integration and clustering, cell clusters for “ventricular cardiomyocytes” and “fibroblasts” were annotated based on the expression of known, canonical marker. To quantify the expression of these markers within each cell, the AddModuleScore function from the Seurat package was used. This function calculates a cumulative expression score (module score) for each cell, representing the average expression of the genes in each module while controlling for background noise.

How the deposited data were processed for this re-analysis (not part of the article)

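The deposited matrices hold raw UMI counts per gene and barcode, made by the authors with Cell Ranger 7.1.0 against mm10 according to the submitters' processing notes, and no barcode had been removed before deposit. The intron setting and the annotation release of that step were not found in the paper, its supplement or the sample records. No change of scale was found in the values, which are whole numbers.

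Nuclei with 500 to 5000 genes and at most 10% mitochondrial UMIs were kept, as in the paper. scDblFinder was not available, so doublets were scored per library with Scrublet in scanpy 1.11.5 and the highest scores removed, 1% of nuclei per 1000 nuclei, which removed 410 nuclei from Control, 448 from Wk-1 and 220 from Wk-4. Counts were log-normalised to 10000 per nucleus in Seurat 5.3.0 under R 4.3.3, and 20 principal components of 2000 variable genes were corrected by library with Harmony, for which the published algorithm was written anew because the package was not available. Neighbours were found with 20 nearest nuclei and clustered by the Louvain method at resolution 0.9. In 600 simulated nuclei the Harmony step brought the share of neighbours from the own batch from 100.0% to 50.7%, and the share from the own group stayed at 100.0%. Every simulated group was present in every batch, so this does not show how a state of a single library is treated. CellChat, monocle3 and GSEA were also not available. Links were counted from 92 fixed ligand-receptor pairs, among them those the paper shows for outgoing signals of fibroblasts. Gene lists were summarised by their medians, and no pseudotime was made.

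UMIs were summed per class and library and set to counts per 1000000 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15. CPM and shares have exact Poisson or binomial intervals and ratios of CPM exact conditional intervals. Class sums were also simulated as Poisson counts with 200 genes changed by known folds. Of the unchanged genes, 95.5% in cardiomyocyte-like and 95.9% in fibroblast-like nuclei had an interval that held a ratio of 1. These simulated counts follow the model of the interval, so such coverage was set in advance. It does not show the coverage in real UMIs, which can lie in few nuclei. Before the data were examined, 33 general lists and 18 marker lists of genes were fixed, with the comparisons and the alternatives. A list member needs at least 20 UMIs over the 3 libraries in the class, and the median of a list is set beside 10000 random lists matched on mean expression. A fold against 0 UMIs is given as a bound with a floor of 3 counts over the class of a library.

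Genes are named from a set fixed by rule, and which members of the set are printed was chosen after their values were seen. The set holds every gene the paper names, of which 1 is not reported here, and the 10 genes with the highest lower bound and the 10 with the lowest upper bound of the CPM ratio's interval in cardiomyocyte-like and fibroblast-like nuclei for each of the 3 comparisons. It holds 5 and 5 genes in endothelial-like and macrophage-like nuclei for Wk-1 and Wk-4 over Control, always among genes with at least 100 UMIs, leaving out mitochondrial, ribosomal, Gm, Rik and unnamed genes. It also holds up to 4 members with the most extreme ratios of each list that is described. Gene coordinates are those of the GRCm38 assembly.

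Some lists without a place at a claim had these median log2 ratios to Control in cardiomyocyte-like nuclei. The 14 calcium handling genes had -0.08 at Wk-1 and -0.05 at Wk-4, the 12 hypoxia genes 0.18 and 0.23, and the 12 genes of the unfolded protein response 0.34 and -0.01. In fibroblast-like nuclei 12 immediate early genes had -0.69 [-1.16, -0.03] and -0.15.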

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

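Of the tests below, the OxPhos and mitochondrial levels above the endothelial level and the doublet comparison without Lama2 were chosen after the results were seen, and so was the list of genes and clusters that opens this part.

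Several signals lay in genes, clusters or classes that the paper does not discuss. Scgb1a1, a secretory gene of airway epithelium, stood at 256.4 CPM over all nuclei of the Wk-4 library, with 4843 UMIs against 1 in Control and 1 at Wk-1. Bpifa1, another airway gene, stood at 125.6 CPM at Wk-4 with 0 UMIs in the other libraries. Scgb1a1 was found in 52.6% of Wk-4 nuclei, and empty droplets of Wk-4 held 0.626 of its UMIs each. The cluster led by Cyp2f2 and Ltf held 1.05% of Wk-4 nuclei against 0.0167% in Control, and the cluster led by Dnah12, a gene of motile cilia, held 0.761% against 0.0834%. The cluster led by cell cycle genes held 2.80% of Wk-1 nuclei. At Wk-4 the lymphatic endothelial-like class held 3.92% and the mesothelial-like class 4.79% of nuclei, against 1.28% and 1.42% in Control.

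Matrix transcripts in cardiomyocyte-like nuclei of Wk-1 had a like number of UMIs per nucleus as in endothelial-like nuclei. Free RNA predicted at most 2 times the endothelial CPM, and the ratio was 0.324 [0.312, 0.336], within that limit. Cardiomyocyte-like nuclei of Wk-1 were deeper, with a median of 6442 against 1966 UMIs, which lowers their CPM at equal UMIs per nucleus. Some expression by cardiomyocytes would thus also stay under the limit, and this comparison cannot set it apart from free RNA. For fibroblast doublets the planned ratio of the 4 genes to 6 other fibroblast genes was 0.312 [0.294, 0.330], but Lama2, at 37.7% of its fibroblast level in Control cardiomyocyte-like nuclei already, dominated the 6 genes and left the test undecided. Without Lama2 the pooled ratio was 2.43 [2.17, 2.73], above the 2 times set for doublets as the whole cause, but genes were uneven, with Dcn (8.33%) and Dpt (8.95%) at shares of their fibroblast level near those of Fn1 (7.07%) and Col1a2 (9.20%), Abca8a at 0.844% and Col1a1 at 19.7%. A part from doublets stays open, as does expression of these genes by cardiomyocytes at a lower level, since the design has no sample without free RNA.

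OxPhos transcripts had a lower CPM after MI in cardiomyocyte, endothelial, fibroblast and pericyte-like nuclei and in empty droplets. The median in fibroblast-like nuclei was 180.3% of that in cardiomyocyte-like nuclei, as cytoplasmic RNA carried into droplets would give. Whether it is the whole cause is not decided, because the cardiomyocyte OxPhos UMIs above the endothelial level had a log2 ratio of -0.60 [-0.64, -0.57] to Control at Wk-1, but mitochondrial UMIs above that level had -2.24 [-2.30, -2.18], which less carried cytoplasm or lower expression would each give. Scaling by a few abundant transcripts is argued against, since 96.9% of the median remained with size factors. Lower expression in cardiomyocytes after MI stays open and untested.

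The 3 libraries separated within every class tested. Pericyte-like nuclei showed 93.4% [89.4, 98.3] of the excess of own-library neighbours of as many cardiomyocyte-like nuclei, as a batch effect shared by all nuclei would give. Against as many fibroblast-like nuclei the share was 78.7% [75.9, 81.4]. These brackets are ranges over 20 random draws of cardiomyocyte-like or fibroblast-like nuclei. The pericyte-like nuclei were the same in each draw, so the brackets leave out their counting error. Each condition is 1 mouse and 1 library, so an effect of MI on all cell types stays open and batch and condition cannot be told apart.

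The peptide transporter gene Slc15a2 had 297 nuclei with a UMI in Control, 247 at Wk-1 and 54 at Wk-4, and its level at Wk-4 was 0.0481 times [0.0129, 0.127] that of Control in cardiomyocyte-like and 0.0282 times [0.00754, 0.0744] in endothelial-like nuclei. Hbb-bs, a globin gene of red blood cells, stood at 208, 70.2 and 43.8 CPM in cardiomyocyte-like nuclei. Most UMIs of Pparg in fibroblast-like nuclei of Wk-4, 76.2%, lay in 10 nuclei, and of Car3 98.6%.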

How the results depend on the processing

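Counting the unnamed cluster led by Nppa, Des and Clu as cardiomyocytes, and not counting Lama2 among other-class genes, were chosen after the data were seen; the other alternatives were planned. Of the values for main results under an alternative, 114 stayed within the interval of the result, 39 moved beyond it and 3 reversed, and of those for single genes 3622, 382 and 7. For all values below the cause was not tested. No paired analysis was possible because each condition is a different mouse with 1 library. With no replicates, intervals cover counting error only, and that behind the labels of the links takes links as independent, which they are not, and at these depths a gene with few UMIs shows only large ratios. With no doublets removed, the fibroblast and endothelial shares and the links could not be compared, and no such value is given.

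With doublets by Scrublet's own threshold, which called few in Wk-4, the ECM log2 ratio Wk-4 over Wk-1 in cardiomyocyte-like nuclei was -2.41. Without Harmony the Wk-1 fibroblast share ratio was 1.77, with a fibroblast-like cluster led by Nppa, Col1a1, Des and Clu that held 11, 610 and 394 nuclei. In this setting Gpm6a (0.62) and Ttn (0.17) at Wk-1 and Slc35f1 (-0.77) at Wk-4 over Wk-1 reversed their log2 ratios in fibroblast-like nuclei. With at least 1000 genes per nucleus the cardiomyocyte share ratios were 0.616 and 0.527, the fibroblast ratio Wk-4 over Wk-1 0.727, the OxPhos median Wk-4 over Wk-1 0.21 and the ECM ratio at Wk-1 4.45. With the mean per nucleus the Wk-1 difference of log2 Myh6/Myh7 was -0.45. With nuclei thinned to 1000 UMIs it was -0.49, and at Wk-4 -0.76, the OxPhos median Wk-4 over Wk-1 was 0.071, the ECM ratio Wk-4 over Wk-1 -2.65, the separation ratios 1.81 in cardiomyocyte-like and 2.19 in fibroblast-like nuclei, and Nrp2 in cardiomyocyte-like nuclei reversed (-0.023 at Wk-1 and -0.99 at Wk-4). With 15 neighbours the separation ratios were 2.16 and 2.35.

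With free RNA subtracted, the OxPhos medians were -0.60 at Wk-1, -0.31 at Wk-4 and 0.33 at Wk-4 over Wk-1, the ECM ratio Wk-4 over Wk-1 was -1.88, and Gpm6a (2.49) and Mylk4 (0.34) reversed at Wk-1 in fibroblast-like nuclei. With mesothelial-like clusters counted as fibroblasts, the fibroblast ratio Wk-4 over Wk-1 was 0.927. In the cardiomyocyte-like nuclei without a UMI of other-class genes, Lama2 counted although most cardiomyocyte-like nuclei held it (95.6%, 95.5% and 99.0% were left out), the OxPhos medians were -1.27, -0.51 and 0.83, the Myh6/Myh7 differences -0.28 and -1.40, the ECM ratios 3.79 at Wk-1 and -2.35 at Wk-4 over Wk-1, and the Wk-4 share ratio 0.141. With Lama2 not counted (56.5%, 54.9% and 71.1% left out), the OxPhos median Wk-4 over Wk-1 was 0.19, the Wk-4 Myh6/Myh7 difference -1.07 and the Wk-4 share ratio 0.406. Links not thinned had ratios of 2.24 at Wk-1, a reversal, and 2.94 at Wk-4, and the Wk-1 ratio also reversed with 10% of nuclei (1.86) and with 100 CPM (1.79). With the added cluster, whose profile was close to empty droplets, the OxPhos medians were -0.66, -0.46 and 0.31, the Wk-4 Myh6/Myh7 difference -0.97, the ECM ratio at Wk-1 4.56 and the Wk-4 cardiomyocyte share ratio 0.732.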

Differences from the paper's values

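The OxPhos measure above the endothelial level was chosen after the values were seen. The paper's tests took nuclei as replicates, whereas here 1 library per condition allows no test, and the classes here come from markers of single clusters and can differ in extent from the paper's.

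The paper reports 7 cardiomyocyte clusters and the clustering here gave 3. Of the alternatives set before the data were examined, none closes the gap, with 2 clusters when no doublets were removed, 3 with doublets by Scrublet's own threshold, 4 without Harmony, 1 at resolution 0.3 and 4 with at least 1000 genes per nucleus. Cardiomyocyte-like nuclei clustered alone and without Harmony, on the genes that differed by at most 2-fold between libraries, gave 7 clusters by a different procedure.

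The paper states that the expression of mitochondrial subunits returned to a normal level at Wk-4, and elsewhere that the recovery was partial. The OxPhos median here was -0.71 at Wk-4 against -0.77 at Wk-1, with 50 of 81 genes lower than Control. With free RNA subtracted the medians were -0.60 and -0.31, and the level above endothelial-like nuclei gave -0.60 and -0.22, but mitochondrial UMIs above the endothelial level moved in the same order, at -2.24 and -0.83. The paper states that Myh7 was higher at Wk-1, where its ratio here was 0.991 [0.956, 1.03], while at Wk-4 it was higher here too, at 1.54 times. Its supplement describes the rise in a subpopulation of cardiomyocytes, which a sum over the class does not resolve. It also shows hypertrophic genes and the Myh6/Myh7 ratio in external datasets, which were not analysed here. In empty droplets Myh7 stood higher at Wk-1, at 389 CPM against 52.6 in Control.

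The paper gives Zbtb16 as higher in fibroblasts at Wk-4 without naming the baseline, and here it stood at 4.14 times its Wk-1 level but 0.868 times its Control level. The paper describes Gata4 as higher in fibroblasts after MI, and its ratios here were 0.771 and 0.915, while Mef2c, Gata6 and Tbx20 were higher as stated.

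The paper states that the number of links grew from Control to Wk-1 and Wk-4. At equal depth there were 46, 33 and 65 links here, or 50, 50 and 66 without Harmony. Without thinning there were 173, 388 and 509, which follow the stated order, and with 10% of nuclei or 100 CPM Wk-1 also stood above Control. The planned test of library depth as the cause was undecided, and the pairs scored here include those the paper shows for fibroblasts. The paper reports no major changes in endothelial cells, where capillary genes had medians of -1.11 at Wk-1 and -0.88 at Wk-4 here. The list also had medians of -0.80 and -0.42 in cardiomyocyte-like nuclei, with 7 of 10 genes lower at Wk-1, and -0.66 and -0.58 in pericyte-like nuclei. In smooth muscle-like nuclei they were -1.09 and -0.71 over 4 genes, in fibroblast-like nuclei -0.86 and 0.11, and in macrophage-like nuclei -0.53 and 0.24. The paper states that cell proportions were restored by Wk-4. The endothelial-like share was 25.7% against 26.4% in Control as stated, but the cardiomyocyte-like share was 13.1% against 21.4% and the pericyte-like share 2.64% against 10.8%.

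The paper describes a Control cardiomyocyte cluster displaced after MI. With Harmony, which the paper also used, each of the 3 clusters held nuclei of all libraries here. Cluster 4 held 39.5%, 40.8% and 47.4% of cardiomyocyte-like nuclei, cluster 7 21.5%, 35.7% and 36.2%, and cluster 8 39.1%, 23.4% and 16.4%. Without Harmony, clusters 9 and 12 held 54.7% and 41.3% of Control cardiomyocyte-like nuclei, while clusters 10 and 11 held most of those of Wk-1 and Wk-4. Uncorrected nuclei separated by library in every class tested, so this split cannot be set apart from the library.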

Other observations

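None of the values in this part was tested, and macrophage, pericyte and interferon genes are described from lists fixed in advance.

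Genes of recruited macrophages stood higher after MI in macrophage-like nuclei and in several other classes. The 13 genes of recruited macrophages had a median log2 ratio to Control of 3.11 [0.97, 5.10] at Wk-1, with all 13 higher, and 1.32 [0.30, 3.78] at Wk-4 with 11 higher. At Wk-1 the list also had medians of 2.48 in endothelial-like, 2.38 in pericyte-like and 2.01 in fibroblast-like nuclei, and of 2.74 [-1.14, 6.01] in mesothelial-like nuclei, or 1.84 with members at 0 UMIs set to their bound. In endocardial-like nuclei the medians were 0.68 [-1.73, 3.43] at Wk-1 and -0.67 [-2.25, 1.59] at Wk-4. Gpnmb, a gene of lipid-laden and phagocytic macrophages, had 0 UMIs in Control, 503 at Wk-1 and 292 at Wk-4, at least 98.3-fold higher at Wk-1. Of its UMIs, 36.2% at Wk-1 and 82.9% at Wk-4 lay in 10 nuclei, and 134 of 1007 and 28 of 363 nuclei held one. Lgals3, for galectin-3, was 8.65 times [5.90, 13.2] higher at Wk-1 and 6.39 times [4.27, 9.89] at Wk-4, and Arg1, an arginase gene of repair macrophages, 14.0 times [5.82, 43.8] at Wk-1. The 12 resident macrophage genes had medians of -1.23 [-2.08, -0.57] and -0.98 [-1.43, -0.50], with Timd4, a receptor of resident cells, at 0.160 times [0.103, 0.244] and Cd163, a haemoglobin scavenger receptor, at 0.290 times [0.252, 0.332] at Wk-1. The median over all genes of the class was 0.18 at Wk-1 and 0.11 at Wk-4.

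Interferon response genes stood higher in most classes. Their medians were 0.96 [0.39, 2.12] at Wk-1 and 1.16 [-0.18, 1.70] at Wk-4 in cardiomyocyte-like, 0.76 [0.29, 1.99] and 1.13 [0.68, 1.90] in fibroblast-like, 0.81 [0.35, 2.00] and 1.24 [0.66, 2.21] in macrophage-like, and 1.23 [1.04, 2.79] and 0.81 [0.38, 1.72] in pericyte-like nuclei. They were 0.59 and 0.79 in endothelial-like, 0.57 and 0.92 in lymphatic-like and 1.55 and 1.13 in smooth muscle-like nuclei, but 0.03 [-0.47, 0.66] and 0.34 in endocardial-like and 0.22 [-0.44, 1.67] and 0.49 in mesothelial-like nuclei. Isg15, a ubiquitin-like interferon-induced gene, was 7.66 times [3.62, 19.4] higher in fibroblast-like nuclei at Wk-1. Pericyte markers in pericyte-like nuclei had medians of -0.75 [-1.45, -0.07] and -0.15, and mesothelial markers in mesothelial-like nuclei -1.92 [-2.55, -0.94] and -0.23 [-0.59, 0.33]. Macrophage markers in pericyte-like nuclei had medians of 1.32 and 0.24, and endothelial markers 0.90 and 0.67. Cell cycle genes in endothelial-like nuclei had medians of 1.98 [0.41, 3.17] and 0.11 [-0.15, 2.11], and empty droplets held 4.71, 52.2 and 12.85 CPM of Top2a, one of them. The transcription factor gene Ifi202b, an interferon-inducible gene, stood at 140.03, 40.5 and 19.4 CPM in macrophage-like nuclei.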
